# Cytoglobin Silencing Promotes Melanoma Malignancy but Sensitizes for Ferroptosis and Pyroptosis Therapy Response

**DOI:** 10.3390/antiox11081548

**Published:** 2022-08-10

**Authors:** Joey De Backer, Darko Maric, Karim Zuhra, Annemie Bogaerts, Csaba Szabo, Wim Vanden Berghe, David Hoogewijs

**Keywords:** cytoglobin, melanoma, ferroptosis, lipid peroxidation, cell death

## Abstract

Despite recent advances in melanoma treatment, there are still patients that either do not respond or develop resistance. This unresponsiveness and/or acquired resistance to therapy could be explained by the fact that some melanoma cells reside in a dedifferentiated state. Interestingly, this dedifferentiated state is associated with greater sensitivity to ferroptosis, a lipid peroxidation-reliant, iron-dependent form of cell death. Cytoglobin (CYGB) is an iron hexacoordinated globin that is highly enriched in melanocytes and frequently downregulated during melanomagenesis. In this study, we investigated the potential effect of CYGB on the cellular sensitivity towards (1S, 3R)-RAS-selective lethal small molecule (RSL3)-mediated ferroptosis in the G361 melanoma cells with abundant endogenous expression. Our findings show that an increased basal ROS level and higher degree of lipid peroxidation upon RSL3 treatment contribute to the increased sensitivity of CYGB knockdown G361 cells to ferroptosis. Furthermore, transcriptome analysis demonstrates the enrichment of multiple cancer malignancy pathways upon CYGB knockdown, supporting a tumor-suppressive role for CYGB. Remarkably, CYGB knockdown also triggers activation of the NOD-, LRR- and pyrin domain-containing protein 3 (NLRP3) inflammasome and subsequent induction of pyroptosis target genes. Altogether, we show that silencing of CYGB expression modulates cancer therapy sensitivity via regulation of ferroptosis and pyroptosis cell death signaling pathways.

## 1. Introduction

Cutaneous melanoma is the most aggressive form of skin cancer and incidence has risen consistently over the last few decades [1], mainly through increased exposure to ultraviolet radiation [2]. When melanoma is diagnosed in the early stages, surgical resection of the lesion leads to a 5-year survival of 99%. However, metastatic melanoma has a much less favorable prognosis, with a recorded 5-year survival of 20% [1].

In 2004, no systemic therapy available for melanoma had shown any survival benefit [3]. Since then, several immune-based therapies that mediate checkpoint inhibition have been approved for the treatment of advanced melanoma, including antibodies designed to block cytotoxic T-lymphocyte-associated protein 4 (CTLA4; ipilimumab) and programmed cell death protein 1 (PD-1; nivolumab and pembrolizumab) [4]. Melanoma has one of the highest mutational burdens among solid tumors [3]. Approximately half of all melanomas have v-Raf murine sarcoma viral oncogene homolog B (*BRAF)* mutations, and 80–90% of these mutations are a missense V600E mutation, where the wild-type amino acid 600 (a valine) is replaced by a glutamic acid residue, resulting in the constitutive activation of mitogen-activated protein kinase kinase (MEK) and extracellular signal regulated kinase (ERK) signaling [5]. Dual inhibition of this pathway using a combination of BRAF and MEK inhibitors (dabrafenib and trametinib; vemurafenib and cobimetinib; encorafenib and binimetinib) has demonstrated improved overall survival [6]. However, despite all these advances in immunotherapy and targeted therapy, there are still patients that either do not respond or develop resistance.

Recently, Tsoi et al. suggested that this unresponsiveness and/or acquired resistance to therapy could be explained by the fact that melanoma cells can exist in at least four different differentiation states [7]. Some melanoma cells predominantly reside in a dedifferentiated state, while others acquire this state in response to treatment. Interestingly, this dedifferentiated state is associated with greater sensitivity to ferroptosis. Originally, ferroptosis was identified as a unique form of cell death in mammalian cancer cells by studying the effects of the small molecule eradicator of RAS and ST (erastin), (1S, 3R)-RAS-selective lethal small molecule RSL3 and related compounds [8]. Ferroptotic cell death distinguishes itself biochemically from other types of cell death through the requirement of phospholipid peroxidation, a process reliant on iron accumulation, reactive oxygen species (ROS) and polyunsaturated fatty acid-containing phospholipids (PUFA-PLs) [9].

Cytoglobin (CYGB) is a ubiquitously expressed, hexacoordinated globin believed to be involved in the regulation of redox homeostasis. Many antioxidative functions have been assigned to CYGB, including nitric oxide dioxygenase [10], nitrite reductase [11], superoxide dismutase [12] and peroxidase activity [13]. Furthermore, CYGB expression has been found to be regulated by oxidative stress and hypoxia [14,15]. Although CYGB is expressed in many different cell types and tissues, CYGB is particularly highly enriched in pigment-producing melanocytes and frequently downregulated during melanocyte-to-melanoma transition [16]. Reduced CYGB expression through hypermethylation has also been reported in other cancer cell types, indicating that CYGB potentially serves a tumor-suppressive function [17,18,19,20,21,22].

In this study, we investigated the potential effect of CYGB on the cellular sensitivity towards RSL3-mediated ferroptosis in G361 melanoma cells that express highly abundant endogenous levels of CYGB [16]. We applied lentiviral shRNA approaches to generate G361 cells with stable knockdown of CYGB expression to measure the effects of CYGB silencing on cellular bioenergetics, redox signaling and viability via redox-sensitive fluorescent DCF and ARE-dependent luciferase assays. We further employed RNA sequencing to study the CYGB-dependent gene clusters and enriched pathways under RSL3-induced ferroptosis conditions. Collectively, our results suggest a cytoprotective role of CYGB in the cellular response to ferroptosis in melanoma via the interplay of ferroptosis and pyroptosis cell death pathways.

## 2. Materials and Methods

### 2.1. Cell Culture

G361 (ATCC CRL-1424; Manassas, VA, USA) melanoma cells were maintained in Dulbecco’s Minimum Essential Media (DMEM) (Gibco, Life Technologies; Waltham, MA, USA), containing L-glutamine, supplemented with 10% heat-inactivated fetal bovine serum (FBS, Gibco, Fisher Scientific, Waltham, MA, USA) and 1% Penicillin/Streptomycin (10,000 Units/mL P; 10,000 μg/mL S; Gibco, Life Technologies; Waltham, MA, USA). Cells were incubated in a humidified 5% CO_2_ atmosphere at 37 °C and were routinely subcultured after trypsinization.

### 2.2. Generation of Stable Knockdown and Overexpressed Cell Lines

Expression vectors encoding short hairpin RNA (shRNA) sequences targeting human CYGB in a pLKO.1-puro plasmid were purchased from Sigma-Aldrich (Burlington, MA, USA) (shCYGB: order number TRCN0000059378). Control cells (shCTR) were transfected with a non-targeting control shRNA under the control of a U6 promoter in a pLKO.1 puromycin resistance vector (Sigma-Aldrich), as described previously [23]. Viral particles were produced in HEK293T cells by co-transfection of the respective transfer vector (3 μg) with the packaging plasmids pLP1 (4.2 μg), pLP2 (2 μg) and pVSV-G (2.8 μg, all from Invitrogen) using CaCl_2_ transfection, as described before [24]. G361 cells were transduced with lentiviral-pseudotyped particles and cell pools were cultured in DMEM supplemented with 10% FBS and 1% Penicillin/Streptomycin with the appropriate antibiotic for selection.

### 2.3. Determination of Cellular Bioenergetics

Cellular bioenergetics was measured by the Extracellular Flux Analysis method. Briefly, G361, G361-shCYGB and G361-shCTR cells were seeded on XFe24-well microplates (Agilent technologies, Santa Clara, CA, USA) at 2 × 10^4^ cells per well and incubated at 37 °C and 5% CO_2_ for 24 h. The day after, cells were washed twice with DMEM at pH 7.4 supplemented with L-glutamine (2 mM, Gibco), sodium pyruvate (1 mM, Sigma-Aldrich, Burlington, MA, USA) and glucose (10 mM, Sigma-Aldrich). The plate was then incubated in a CO_2_-free incubator at 37 °C for 1 h to allow temperature and pH equilibration. The assay protocol consisted of 3 min mix, 3 min wait and 3 min measurement cycles, with measurement of basal values of oxygen consumption rate (OCR) (2 cycles), followed by injection of 1 µM oligomycin, used to evaluate the ATP generation rate (2 cycles). Afterward, 0.2 µM carbonyl cyanide-4-trifluoromethoxy phenylhydrazone (FCCP) was employed to evaluate the maximal mitochondrial respiratory capacity (2 cycles). Finally, 0.5 μM of rotenone and antimycin A was injected to inhibit the electron transport through complex I and III, respectively, aiming to detect the extra-mitochondrial OCR (2 cycles). At the end of the assay, total protein per well was measured using the Bradford reagent (BioRad, Hercules, CA, USA) and OCR values were normalized to the protein amount. Data were analyzed with Wave (v. 2.6; Agilent Technologies, Santa Clara, CA, USA) and graphed with GraphPad Prism 8 (GraphPad Software Inc.; San Diego, CA, USA).

### 2.4. H_2_DCF-DA Assay

G361-shCTR and G361-shCYGB were seeded in black, clear-bottom 24-well plates at 6 × 10^5^ cells per well and incubated with 10 μM H_2_DCF-DA for 30 min in the dark. Fluorescence was measured using a 96-well fluorometer (Infinite 200Pro, Tecan, Männedorf, Switzerland).

### 2.5. Cell Viability

Cell viability was determined using the vital dye propidium iodide (PI, Invitrogen, Waltham, MA, USA) to allow the detection of dead cells. The day before treatment, 5 × 10^4^ cells were seeded in a 24-well plate, containing complete DMEM. The next day, cells were treated with 7.5 μM RSL3 (for dose kinetics, see Figure S1) and incubated for 24 h in a humidified 5% CO_2_ atmosphere at 37 °C. Cells were collected in round-bottom polystyrene tubes (Falcon, Corning, NY, USA), washed (FACS buffer; 1× phosphate-buffered saline (PBS), 3% FBS, 1mM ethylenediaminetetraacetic acid (EDTA)) and centrifuged for 5 min at 1500 rpm before being resuspended in ice-cold PBS. PI (500 ng) was added immediately before measurement on the CytoFLEX flow cytometer (Beckman Coulter, Brea, CA, USA). Data were analyzed using FlowJo software (FlowJo, BD, Franklin Lakes, NJ, USA).

### 2.6. Lipid Peroxidation Assay

The Image-iT Lipid Peroxidation Kit (Thermo Scientific, Waltham, MA, USA) was used for the detection of lipid peroxidation in live cells through oxidation of BODIPY™ 581/591 C11 reagent, according to the manufacturer’s protocol. Briefly, 5 × 10^4^ cells were seeded in a 24-well plate, containing complete DMEM. The next day, cells were treated with 7.5 μM RSL3 and incubated for 4 h in a humidified 5% CO_2_ atmosphere at 37 °C. Thirty minutes before collection, 10 μM reagent was added. Upon oxidation by lipid hydroperoxides, the reagent displays a shift in peak fluorescence emission from ~590 nm to ~510 nm. Fluorescence from live cells shifts from red to green, providing a ratiometric (red over green signal) indication of lipid peroxidation. The more lipid peroxidation, the lower the red over green ratio will be. Fluorescence was measured using the CytoFLEX flow cytometer (Beckman Coulter, Brea, CA, USA). Cumene hydroperoxide was used as a positive control.

### 2.7. Luciferase Reporter Assays

First, 1 × 10^5^ G361 cells were transiently transfected with 250 ng ARE-driven reporter plasmid and 50 ng NRF2-expressing plasmid, in a twelve-well format, using JetOptimus (Polyplus, Illkirch-graffenstaden, Alsace, France). To control for differences in transfection efficiency and extract preparation, 25 ng pRL-SV40 *Renilla* luciferase reporter vector (Promega, Madison, WI, USA) was co-transfected. Luciferase activities of triplicate wells were determined using the Dual Luciferase Reporter Assay System (Promega, Madison, WI, USA), as described before [25]. Reporter activities were expressed as relative firefly/*Renilla* luciferase activities (R.L.U.). All reporter gene assays were performed at least 3 times independently.

### 2.8. RNA Extraction, Purification and cDNA Conversion

RNA extraction and purification was performed using a PureLink RNA Mini Kit (Invitrogen, Waltham, MA, USA), according to the manufacturer’s instructions. RNA concentration and purity was measured with an Epoch spectrophotometer (BioTek, Winooski, VM, USA) by measuring absorbance at a 260/280 nm ratio. cDNA (1 μg) was reverse-transcribed using Superscript II reverse transcriptase (Invitrogen, Waltham, MA, USA), according to the manufacturer’s protocol.

### 2.9. Real-Time Quantitative PCR

Amplification of cDNA and subsequent quantification was performed using the StepOne Real-Time PCR system (Applied Biosystems, Waltham, MA, USA) using a Power SYBR Green Master Mix (Applied Biosystems, Waltham, MA, USA). The following conditions were used during PCR: 95 °C for 10 min and 40 cycles of 95 °C for 15 s; 60 °C for 1 min. All PCR reactions were performed in duplicate for three biological replicates. Results were subsequently analyzed using qbase+ software (v3.2, Biogazelle, Zwijnaarde, Ghent, Belgium), as described before [15]. A list of used reference and target genes, together with their primer sequences, amplification efficiency and amplicon size, is given in Table S1. All primers were manufactured and provided by Eurogentec (Seraing, Liège, Belgium).

### 2.10. Protein Extraction and Quantification

Lysis buffer, containing 10 mM Tris HCl (pH 8), 1 mM EDTA, 400 mM NaCl, 1% NP-40 and protease inhibitors (Sigma-Aldrich, Burlington, MA, USA), was used to lyse cells, as described before [23]. Lysed cells were placed on a rotating arm at 4 °C for 30 min to allow optimal performance of the lysis buffer. The suspension was subsequently sonicated for 1 min at 60 Hz to degrade any potential formed DNA aggregates. Finally, samples were centrifuged at 10,000× *g* for 15 min and the protein-containing supernatant was collected. Protein concentrations were determined using the BCA Protein Assay Kit (ThermoFisher Scientific, Waltham, MA, USA).

### 2.11. Immunoblotting

Extracted proteins for immune-based Western blotting were first separated, according to molecular weight, using sodium dodecyl sulphate polyacrylamide gel electrophoresis (SDS-PAGE) gels, followed by electrotransfer to nitrocellulose membranes (Amersham Hybond-ECL, GE Healthcare, Chicago, IL, USA), as described before [26]. Equal amounts of protein and volume were loaded onto a 12.5% polyacrylamide gel for CYGB, heme oxygenase 1 (HO-1) and NF E2-related factor 2 (NRF2). Membranes were blocked in TBS-T (Tris-buffered saline; 0.1% Tween-20), containing 5% non-fat dry milk, for 1 h at room temperature. After blocking, membranes were incubated overnight at 4 °C with primary antibodies (anti-CYGB, Proteintech, Rosemont, IL, USA; 13317-1-AP; anti-β-2-Microglobulin (B2M), Proteintech, 13511-1-AP; anti-β-Actin (ACTB), Santa Cruz, sc-47778; anti-HO-1, Proteintech, 10701-1-AP; anti-NRF2, Proteintech, 16396-1-AP). The following day, membranes were washed with TBST-T and incubated for 1 h with horseradish-conjugated secondary antibodies (anti-rabbit IgG HRP, Sigma, GENA934-1ML; anti-mouse IgG HRP, Invitrogen, 31430). The signal was revealed using ECL Prime (Amersham, GERPN2232) on an Amersham Imager 680 (GE Life Sciences; Piscataway, NJ, USA) and exported and quantified using the Image Studio™ program (LI-COR Biosciences, Lincoln, NE, USA).

### 2.12. RNA Sequencing

Total RNA sample quality was assessed with TapeStation (Agilent Technologies, Santa Clara, CA, USA) and Qubit assay (Invitrogen, Waltham, MA, USA). Total RNA samples with an RNA integrity number (RIN) > 7.0 and purity (OD_260_/OD_280_) ratio 1.8–2.2 were used for subsequent experiments. Sequence libraries were generated using the poly(A) RNA selection method and sequenced by GENEWIZ (Azenta Life Sciences, Chelmsford, MA, USA). An independent library was constructed for each of the triplicate samples. High-throughput RNA sequencing was performed with pair end 150 bp reading length on an Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) sequencer. The DESeq2 analysis was used to estimate variance–mean dependence and test for differential expression [27]. Genes with a *p*-adjusted value ≤ 0.05 were considered differentially expressed. Genes with a *p*-adjusted value ≤ 0.05 and an absolute log_2_ fold change ≥ 1 were recognized as significantly differentially expressed genes (DEGs). Fast gene set enrichment analysis (fGSEA) was performed on the complete (normalized) count data [28] using the hallmark gene sets [29]. A gene ontology (GO) enrichment analysis was performed on the DEGs by implementing the software GeneSCF (v1.1-p2). The Gene Ontology Analysis (GOA) human GO list was used to cluster the set of genes based on their biological processes and determine their statistical significance [30]. A list of genes clustered based on their gene ontologies was generated. Volcano plots were generated using the EnhancedVolcano R package to visualize the results of the differential expression analyses.

## 3. Results

### 3.1. CYGB Knockdown Influences Cellular Bioenergetics

To investigate the role of CYGB in melanoma cells, we first established an shRNA-mediated CYGB knockdown cell line (G361-shCYGB) as well as a knockdown control line (G361-shCTR). RT-PCR and immunoblotting experiments illustrated efficient knockdown of CYGB at the mRNA and protein level, respectively (Figure 1A,B).

Next, the mitochondrial oxidative phosphorylation was analyzed in G361, G361-shCTR and G361-shCYGB cells through quantification of the oxygen consumption rate (OCR) using the Seahorse Extracellular Flux Analyzer (Figure 1C–G). Knockdown of CYGB resulted in an overall decrease in OCR (Figure 1C). Besides the OCR, additional respiratory parameters were measured by using different pharmacological compounds of the mitochondrial function. Initially, the baseline cellular OCR was measured. After subtraction of the non-mitochondrial respiration, a significant reduction in basal respiration was observed in G361-shCYGB cells compared to both G361 and G361-shCTR cells (Figure 1D). To determine ATP-linked respiration, the complex V inhibitor oligomycin was used. ATP production was significantly decreased in the CYGB knockdown cell line (Figure 1E). Subsequently, the maximal respiration was measured after addition of the protonophore FCCP. Similarly, a significant reduction in the maximal respiratory rate in G361-shCYGB was observed compared to both G361 and G361-shCTR (Figure 1F). Lastly, by inhibiting complex III and I, the non-mitochondrial respiration was measured. Rotenone and antimycin A inhibition showed a significant decrease in the spare respiratory capacity (Figure 1G). Collectively, these data suggest that CYGB deficiency in G361 cells negatively affects mitochondrial oxidative phosphorylation.

### 3.2. CYGB Expression Affects ROS Homeostasis and Ferroptosis Sensitivity

A potential effect of CYGB knockdown in G361 melanoma cells on the intracellular ROS levels was assessed using the fluorescent dye H_2_DCF-DA (Figure 2A). The measured fluorescent intensity was significantly higher in the G361-shCYGB cell line, which implies that CYGB knockdown leads to augmented levels of intracellular ROS. Following these findings, the sensitivity to RSL3 was assessed. RSL3 treatment resulted in a decrease in cell viability in both cell lines (Figure 2B). However, cell viability in G361-shCYGB was significantly lower compared to the control. Furthermore, the level of lipid peroxidation occurring 4 h after RSL3 treatment was measured. Although RSL3 induced lipid peroxidation in both G361-shCTR and G361-shCYGB, lipid peroxidation was noticeably higher in CYGB knockdown cells (Figure 2F; see also Figure S2).

As ferroptosis is regulated by the transcription factor nuclear factor erythroid 2-related factor 2 (NRF2) and its downstream targets, expression levels of NRF2 and HO-1 were measured. RSL3 treatment greatly induced HO-1 mRNA expression but only slightly increased NRF2 levels (Figure 2C). No significant differences in mRNA levels between G361-shCTR and G361-shCYGB were observed. Immunoblotting experiments showed, however, that both NRF2 and HO-1 protein levels were dramatically increased in both cell lines after RSL3 treatment (Figure 2D,E). Additionally, CYGB protein expression was slightly elevated in both G361-shCTR and G361-shCYGB. 

Of special note, a clear difference in the basal expression of NRF2 and HO-1 was observed, with protein levels being significantly decreased in CYGB knockdown G361-shCYGB cells (Figure 2E; see also Figure S3). However, RSL3 treatment led to a significantly higher fold change in HO-1 protein levels in G361-shCYGB cells compared to G361-shCTR. No difference was observed in NRF2 protein induction between G361-shCTR and G361-shCYGB cells.

### 3.3. CYGB-Dependent Antioxidant Response Element-Driven Luciferase Activity Is Increased upon RSL3 Treatment and NRF2 Overexpression

To obtain additional independent support of the NRF2-dependent regulation of the antioxidant response through binding to the antioxidant response element (ARE), a reporter assay using an ARE-driven luciferase gene was employed. Induction of ARE-driven luciferase activity was assessed under RSL3-treated conditions (Figure 3). RSL3 treatment clearly increased luciferase activity in both G361 control and CYGB knockdown cells compared to the untreated control. A small tendency towards increased activity was also seen under RSL3-treated conditions in CYGB-deficient cells versus control cells. Overexpression of NRF2 profoundly increased luciferase activity even further under both in RSL3-treated and untreated cells. Moreover, the measured luciferase activity was mostly increased RSL3-treated NRF2-overexpressing G361-shCTR and G361-shCYGB cells. Interestingly, ARE-driven luciferase activity was significantly higher in CYGB knockdown cells compared to G361-shCTR NRF2 overexpression cells, and substantially elevated in RSL3-treated cells (Figure 3). However, under basal conditions, luciferase activity was significantly lower in G361-shCYGB compared to G361-shCTR cells.

### 3.4. RNA Sequencing Analysis of RSL3-Treated G361-shCTR and G361-shCYGB versus Control

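RNA of G361 melanoma cells carrying a control shRNA (G361-shCTR) or an shRNA against CYGB (G361-shCYGB) was sequenced without treatment and after 6 h with 7.5 μM RSL3, an inhibitor of GPX4, the enzyme that reduces lipid hydroperoxides. Each of the 4 conditions had 3 libraries, 1 for each of the triplicate samples, so the p-values measure the spread between samples of these lines. The paper names 1 shRNA against CYGB and 1 control shRNA, and used pools of transduced cells. Differences between shRNAs or between transduced pools are therefore not covered by the p-values. The values are the authors' read counts per gene, which were not normalized; the aligner, the counting tool, the strand setting and the genome build are not given in the sources used here. Total counts per library ranged from 45345561 to 62870440 in untreated G361-shCTR cells, from 28667898 to 45711415 in untreated G361-shCYGB cells, from 25017795 to 29342380 in RSL3-treated G361-shCTR cells and from 26322819 to 26437596 in RSL3-treated G361-shCYGB cells. Genes of mitochondrial DNA held 5.47 to 5.96% of the counts in the 6 untreated libraries and 1.04 to 3.27% in the 6 RSL3-treated libraries, with the lowest share in G361-shCYGB RSL3 replicate 3. After TMM normalization and removal of genes with low counts, 18670 genes were tested with edgeR's quasi-likelihood test in 1 model of the 4 conditions, with Benjamini-Hochberg adjustment. Genes at an adjusted p of at most 0.05 are called differentially expressed, and those that also have an absolute log2 fold change of at least 1 are called DEGs, which are the thresholds of the paper. In addition, 50 lists of genes were written from general knowledge of pathways before the data were examined; they are not the hallmark gene sets, and 49 of them, with at least 5 tested genes, were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation. Other list tests were fgsea, which like camera compares a list with other genes, and fry, which tests a list against no change. Log2 fold changes are given with their standard error (SE), and levels are CPM, counts scaled to library size after TMM normalization, as mean ± SD of 3 libraries.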

As the treatment of G361-shCTR and G361-shCYGB cells with RSL3 resulted in a different degree of lipid peroxidation and cell viability (Figure 2), we explored the CYGB-dependent transcriptome in G361-shCTR and G361-shCYGB cells under basal versus RSL3-treated conditions. Differential analysis of normalized counts using DESeq2 identified 316 genes that were differentially expressed under basal conditions. Of those 316 genes, 111 genes were differentially expressed above an absolute log_2_ fold change of 1 (DEGs) (see [31] for more details).

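CYGB (ENSG00000161544), the target of the shRNA, was at 490.0 ± 42.2 CPM (SD, n = 3) in untreated G361-shCTR cells and at 59.3 ± 7.54 CPM (SD, n = 3) in untreated G361-shCYGB cells. This is a log2 fold change of -3.05 (SE 0.14), with an adjusted p of 8.17e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SYK, a cytoplasmic tyrosine kinase, was higher in G361-shCYGB cells by a log2 fold change of 1.68 (SE 0.17), with an adjusted p of 0.000512 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PLA1A, a phosphatidylserine-specific phospholipase, was higher by 1.45 (SE 0.12) and SLC13A3, a sodium-coupled dicarboxylate transporter, by 2.31 (SE 0.26) on the log2 scale. Among the lower genes were TFPI2, an inhibitor of serine proteases, at a log2 fold change of -1.43 (SE 0.21), and LRRC58, TRUB1, CNOT8 and TXLNG, at -1.32 to -1.03. In total, 42 genes differed between the untreated lines by edgeR's quasi-likelihood test, 9 higher and 33 lower in G361-shCYGB cells, and 25 of them were DEGs, 9 higher and 16 lower. Without filtering on low counts 291 genes were called, with DESeq2 on the 12 libraries 268 and on the 6 untreated libraries 93, with edgeR on those 6 libraries 2, without untreated G361-shCTR replicate 3 the count was 23 and without untreated G361-shCYGB replicate 2 it was 16. CYGB, on chromosome 17 from 76527356 to 76551175 in GRCh38, shares its locus with PRCD on the other strand, and SLC13A3, TFPI2, CNOT8 and TXLNG also overlap other tested genes, so reads of these genes are uncertain in part. SYK, SLC13A3, TFPI2, LRRC58 and TXLNG lost their calls with edgeR on 6 libraries (0.0724, 0.0724, 0.113, 0.059 and 0.0797), as adjusted p. The 2 genes called in that fit were CYGB and PLA1A, so TRUB1 and CNOT8 were not called there either.

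**Figure D1:**
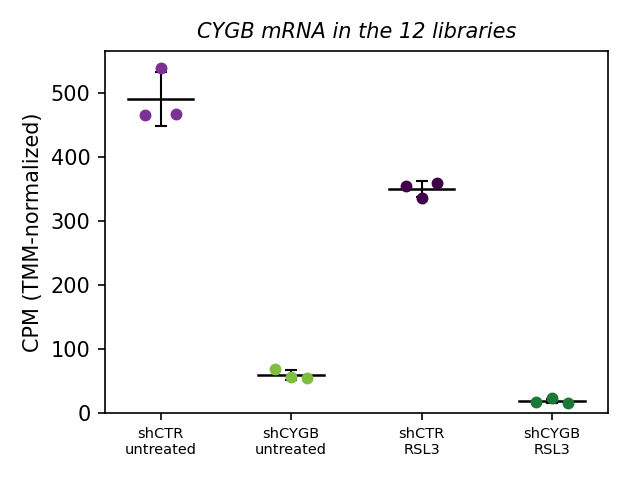
CYGB mRNA in each of the 12 libraries, in TMM-normalized CPM on the vertical axis, by condition on the horizontal axis; points are libraries, horizontal lines are means and error bars are 1 SD (n = 3). Untreated G361-shCTR libraries lie between 465 and 539 CPM and untreated G361-shCYGB libraries between 53.6 and 67.9 CPM.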

Moreover, to identify enriched sets of genes between the G361-shCTR and G361-shCYGB datasets, fGSEA was next performed (Figure 4A). fGSEA analysis showed that multiple hallmarks were positively enriched in G361-shCYGB, including cell cycle-related hallmarks mitotic spindle, G2M checkpoint and E2F targets, as well as cancer-associated hallmarks hedgehog signaling, IL2-STAT5 signaling, inflammatory response, estrogen response early, PI3K-AKT-mTOR, KRAS signaling, TNFα signaling via NF-κB and epithelial–mesenchymal transition. 

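Cell cycle and hedgehog genes were compared between the untreated lines, as G361-shCYGB against G361-shCTR cells. Of 139 mitotic spindle and cytoskeleton genes, 0 passed over all genes, and 0 were higher and 1 were lower when adjusted over the list alone. The spindle list had a median of 0.10 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.000112, or 0.831 with an estimated correlation). Of 88 E2F target and DNA replication genes, 0 passed over all genes or over the list alone. The E2F list had a median of -0.09 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.0213, or 0.886 with an estimated correlation). Of 72 G2/M and mitosis genes, 0 passed over all genes or over the list alone. The G2/M list had a median of -0.07 and was not called (camera, Benjamini-Hochberg adjusted p = 0.167). Of 33 hedgehog signaling genes, 0 passed over all genes or over the list alone. The hedgehog list had a median of 0.11 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0391, or 0.812 with an estimated correlation). Calls of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Untreated G361-shCTR replicate 2 and G361-shCYGB replicate 1 stood apart from their groups. Leaving out both, a choice made after the data were seen, gave camera values of 0.421 for the spindle list, 0.412 for the E2F list and 0.634 for the hedgehog list. The spindle call was lost without untreated G361-shCTR replicate 2 (0.451), the hedgehog call without untreated G361-shCTR replicate 2 or untreated G361-shCYGB replicate 1 (up to 0.317) and the E2F call without untreated G361-shCTR replicate 1 or 3 (up to 0.835). Without untreated G361-shCYGB replicate 1 the E2F list was called upward (0.0139), as was the G2/M list (0.00648). A downward G2/M call came without untreated G361-shCTR replicate 2 (8.4e-06), G361-shCYGB replicate 2 (0.000376) or G361-shCYGB replicate 3 (0.000396), by fgsea on the 12 libraries (0.0346) and, chosen after the data were seen, with a surrogate variable (0.000319). The spindle and E2F lists lost their calls with fry (0.492 and 0.854), as adjusted p. The hedgehog list lost its call with camera on 6 libraries (0.056) and with fry (0.433), and, under choices made after the data were seen, with length and GC offsets (0.174).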

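TFPI2, the growth factor TGFB1, at a log2 fold change of -1.36 (SE 0.22), and the insulin-like growth factor binding protein IGFBP2, at -0.88 (SE 0.16), were the genes of the epithelial-mesenchymal transition and extracellular matrix list that were lower in untreated G361-shCYGB cells. Of 134 genes of this list, 0 were higher, 3 were lower and 131 did not pass (7 higher and 9 lower when adjusted over the list alone). The extracellular matrix list had a median of -0.01 and was not called (camera, Benjamini-Hochberg adjusted p = 0.533). Of 110 IL2-STAT5 signaling genes, 0 passed over all genes, and 1 were higher and 2 were lower when adjusted over the list alone. The IL2-STAT5 list had a median of 0.05 and was not called (camera, Benjamini-Hochberg adjusted p = 0.515). Of 136 inflammatory response genes, 0 passed over all genes or over the list alone. The inflammatory response list had a median of -0.02 and a mean of -0.03, and was not called (camera, Benjamini-Hochberg adjusted p = 0.823). Camera ranked the inflammatory response list upward, against the sign of its median and mean. Of 51 estrogen response genes, 0 passed over all genes, and 2 were higher and 0 were lower when adjusted over the list alone. The estrogen response list had a median of 0.01 and was not called (camera, Benjamini-Hochberg adjusted p = 0.23). Of 51 PI3K-AKT-mTOR components, 0 passed over all genes or over the list alone. The PI3K-AKT-mTOR list had a median of 0.07 and was not called (camera, Benjamini-Hochberg adjusted p = 0.167). Of 182 genes of TNFα signaling via NF-κB, 0 passed over all genes, and 3 were higher and 1 were lower when adjusted over the list alone. The TNFα list had a median of -0.03 and was not called (camera, Benjamini-Hochberg adjusted p = 0.843). TGFB1 lost its call in edgeR's quasi-likelihood test without untreated G361-shCTR replicate 3 or untreated G361-shCYGB replicate 2 (up to 0.13), and IGFBP2 without any untreated G361-shCTR library, any untreated G361-shCYGB library, any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 3 (up to 0.237), as Benjamini-Hochberg adjusted p. With edgeR on 6 libraries TFPI2 lost its call (adjusted p = 0.113). TGFB1 lost its call with edgeR on 6 libraries (0.208), and, under choices made after the data were seen, with the outlying untreated libraries left out (0.0563), as adjusted p. IGFBP2 lost its call with a stricter filter on low counts (0.0546), with a replicate block (0.0918) and with edgeR on 6 libraries (0.214), and, under choices made after the data were seen, with the outlying untreated libraries left out (0.11).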

The hallmark-representing genes that are downregulated in response to ultraviolet (UV) radiation were also positively enriched. Additionally, several pathways were found to be negatively enriched in G361-shCYGB. Of those hallmark pathways, oxidative phosphorylation, fatty acid metabolism and cholesterol homeostasis are related to metabolism. 

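Of 137 genes lowered by ultraviolet radiation, 0 passed over all genes, and 4 were higher and 1 were lower when adjusted over the list alone. The ultraviolet radiation list had a median of 0.07 and was not called (camera, Benjamini-Hochberg adjusted p = 0.079). Camera called this list upward without untreated G361-shCTR replicate 1 (0.00268) or with a stricter filter on low counts (0.0496), and fgsea called it upward (0.00239).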

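Genes of respiration, ribosomes and lipid metabolism were compared between the untreated lines, as G361-shCYGB against G361-shCTR cells. Of 79 nuclear-encoded oxidative phosphorylation genes, 0 passed over all genes or over the list alone. The oxidative phosphorylation list had a median of -0.12 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.000112, or 0.844 with an estimated correlation). Of 76 cytosolic ribosomal protein genes, 0 passed over all genes or over the list alone. The ribosomal protein list had a median of -0.23 and was called downward (camera, Benjamini-Hochberg adjusted p = 1.25e-09, or 0.831 with an estimated correlation). Of 54 genes of fatty acid oxidation and metabolism, 0 passed over all genes or over the list alone. The fatty acid list had a median of -0.01 and was not called (camera, Benjamini-Hochberg adjusted p = 0.414). Of 26 genes of cholesterol biosynthesis and uptake, 0 passed over all genes or over the list alone. The cholesterol list had a median of -0.05 and was not called (camera, Benjamini-Hochberg adjusted p = 0.864). Single genes were called with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The oxidative phosphorylation call was lost without untreated G361-shCTR replicate 2 (0.368) and the ribosomal call without untreated G361-shCTR replicate 2 (0.584), both lists then pointing upward. The oxidative phosphorylation list lost its call with fry (0.64), as adjusted p. The ribosomal protein list lost its call with fry (0.607), and, under choices made after the data were seen, with the outlying untreated libraries left out (0.0614).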

The remaining pathways MYC targets, angiogenesis, Wnt/β-catenin signaling and KRAS signaling are associated with cancer.

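PTK2, the focal adhesion kinase, was lower in untreated G361-shCYGB cells at a log2 fold change of -0.56 (SE 0.10) and PSEN2, a catalytic subunit of γ-secretase, at -0.72 (SE 0.12), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 60 MYC target and ribosome biogenesis genes, 0 passed over all genes or over the list alone. The MYC list had a median of -0.16 and was called downward (camera, Benjamini-Hochberg adjusted p = 1.96e-07, or 0.831 with an estimated correlation). Of 26 angiogenesis genes, 0 were higher, 1 were lower and 25 did not pass (1 higher and 5 lower when adjusted over the list alone). The angiogenesis list had a median of -0.13 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.0322, or 0.812 with an estimated correlation). The lower angiogenesis gene was PTK2. Of 40 Wnt/β-catenin signaling genes, 0 were higher, 1 were lower and 39 did not pass (0 higher and 2 lower when adjusted over the list alone). The Wnt list had a median of -0.12 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.0391, or 0.812 with an estimated correlation). The lower Wnt gene was PSEN2. Of 43 heat shock and chaperone genes, 0 passed over all genes or over the list alone. The heat shock list had a median of -0.14 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.00119, or 0.831 with an estimated correlation). The MYC call was lost without untreated G361-shCYGB replicate 1 (0.0993) and the heat shock call without untreated G361-shCYGB replicate 1 (0.654). The angiogenesis call was lost without untreated G361-shCTR replicate 1 or 2 or untreated G361-shCYGB replicate 2 or 3 (up to 0.225) and the Wnt call without untreated G361-shCTR replicate 1 or 3 or untreated G361-shCYGB replicate 2 or 3 (up to 0.121). PSEN2 lost its call without untreated G361-shCTR replicate 1 or untreated G361-shCYGB replicate 1 or 3 (up to 0.0763) and PTK2 without untreated G361-shCTR replicate 1 or 3, untreated G361-shCYGB replicate 2 or 3 or any G361-shCTR RSL3 library (up to 0.136), as Benjamini-Hochberg adjusted p of the edgeR test. PTK2 lost its call with a replicate block (0.0778), with edgeR on 6 libraries (0.288) and with scaling to total counts (0.0635), as adjusted p. PSEN2 lost its call with edgeR on 6 libraries (0.238), and, under choices made after the data were seen, with the outlying untreated libraries left out (0.056). The MYC list lost its call with fry (0.435), as adjusted p. The angiogenesis list lost its call with a stricter filter on low counts (0.192), with camera on 6 libraries (0.101) and with fry (0.433). The Wnt list lost its call with a stricter filter on low counts (0.192), with camera on 6 libraries (0.109), with fgsea (0.0581) and with fry (0.433). The heat shock list lost its call with fry (0.579), and, under choices made after the data were seen, with the outlying untreated libraries left out (0.222).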

To further gain insight into biological processes, the 111 significantly DEGs were clustered by their gene ontology (GO) and the 40 most differentially expressed ontology terms were plotted (Figure 4B). 

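Subunits of voltage-gated calcium channels differed between the untreated lines in both directions. CACNA2D1, an auxiliary subunit, was higher in G361-shCYGB cells by a log2 fold change of 1.44 (SE 0.18) and CACNA1C, a pore-forming subunit of L-type channels, by 1.81 (SE 0.28). CACNA1E, the pore-forming subunit of R-type channels, was lower at -2.12 (SE 0.35). The adjusted p was 0.00197 for CACNA2D1, 0.0146 for CACNA1C and 0.02 for CACNA1E, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 25 calcium and sodium channel genes, 2 were higher, 1 were lower and 22 did not pass (3 higher and 1 lower when adjusted over the list alone). The channel list had a median of 0.21 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0131, or 0.812 with an estimated correlation). CACNA1C, which overlaps DCP1B, lost its call in the edgeR test without untreated G361-shCTR replicate 1 or 3 (up to 0.0702) and CACNA1E without untreated G361-shCTR replicate 3 or untreated G361-shCYGB replicate 1 or 2 (up to 0.134), as adjusted p. The list lost its call without untreated G361-shCTR replicate 1 or 2 or untreated G361-shCYGB replicate 1 (up to 0.398) in camera. CACNA2D1, CACNA1C and CACNA1E lost their calls with edgeR on 6 libraries (0.117, 0.117 and 0.311), as adjusted p. The channel list lost its call without a filter on low counts (0.0883) and with fry (0.433), and, under choices made after the data were seen, with length and GC offsets (0.108) and with the outlying untreated libraries left out (0.408), as adjusted p.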

Some of the top GO terms enriched are involved in response to drugs, cell division, proliferation, migration and differentiation, but also calcium and sodium ion transport and the immune response to other organisms.

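In RSL3-treated G361-shCTR cells HSPA6, an inducible chaperone, rose by a log2 fold change of 7.78 (SE 0.26) and BAG3, a co-chaperone of HSP70 proteins, by 5.31 (SE 0.19), with adjusted p values of 4.04e-10 and 6.38e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ATF3 rose by 5.49 (SE 0.26), DDIT3, the transcription factor CHOP, by 4.19 (SE 0.20) and CHAC1, which degrades glutathione, by 5.15 (SE 0.41). Of 43 heat shock and chaperone genes, 38 rose, 2 fell and 3 did not pass (38 higher and 2 lower when adjusted over the list alone). The heat shock list had a median of 1.67 and was called upward (camera, Benjamini-Hochberg adjusted p = 1.86e-43, or 0.0421 with an estimated correlation). Of 49 genes of ATF4 and the integrated stress response, 41 rose, 1 fell and 7 did not pass (41 higher and 1 lower when adjusted over the list alone). The integrated stress response list had a median of 1.28 and was called upward (camera, Benjamini-Hochberg adjusted p = 7.73e-28, or 0.0372 with an estimated correlation). In all, 9206 genes changed in G361-shCTR cells, 4763 higher and 4443 lower, which is 51.7% higher among the calls. With offsets for gene length and GC content, an alternative chosen after the data were seen, 3979 were higher and 6130 lower (39.4% higher), with a shift of -0.138 in the median log2 fold change of all genes. DDIT3 overlaps MARS and MBD6 on the other strand, and its reads are uncertain in part.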

Upon RSL3 treatment, 8939 genes were found to be differentially expressed in G361-shCTR. 

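In RSL3-treated G361-shCTR cells MITF, the master transcription factor of melanocytes, fell by 2.06 on the log2 scale (SE 0.18), and the receptor KIT fell by 3.05 (SE 0.25), with adjusted p values of 9.18e-07 and 5.79e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ANKRD1, a transcriptional cofactor, had 0 to 2 counts in untreated G361-shCTR libraries and 229 to 467 after RSL3. Of 35 melanocyte differentiation genes, 2 rose, 23 fell and 10 did not pass (2 higher and 23 lower when adjusted over the list alone). The melanocyte list had a median of -0.55 and was called downward (camera, Benjamini-Hochberg adjusted p = 6.55e-09, or 0.133 with an estimated correlation). Of 31 dedifferentiated melanoma markers, 23 rose, 1 fell and 7 did not pass (24 higher and 1 lower when adjusted over the list alone). The dedifferentiation list had a median of 1.65 and was called upward (camera, Benjamini-Hochberg adjusted p = 2.41e-09, or 0.0633 with an estimated correlation). DEGs numbered 3788, of which 2617 were higher and 1171 lower. Of the 49 lists, 29 were called by camera, 20 higher and 9 lower, and 8 were called with an estimated correlation.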

Compared to the untreated control, a total of 2980 significantly DEGs, of which 2034 were upregulated and 946 downregulated, were identified (Figure 5A). fGSEA analysis showed that 25 hallmark pathways were significantly enriched in the RSL3-treated group (Figure 6A). RSL3 treatment seemed to induce multiple signaling pathways, including TNFα signaling via NF-κB, IL6-JAK-STAT, IL2-STAT, MTORC1 and KRAS signaling. Furthermore, treatment enriched several stress-related pathways, i.e., hypoxia, apoptosis, the P53 pathway, the UV response (up and down), the reactive oxygen species pathway and the unfolded protein response. 

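EGR1 and JUN, immediate early transcription factors that belong to the list of TNFα signaling via NF-κB, rose in RSL3-treated G361-shCTR cells by log2 fold changes of 6.84 (SE 0.29) and 5.87 (SE 0.30). SOCS1, a feedback inhibitor of JAK kinases, rose by 3.11 (SE 0.48), the kinase PIM1 by 2.98 (SE 0.21) and the phosphatase DUSP5 by 4.36 (SE 0.31), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 182 genes of TNFα signaling via NF-κB, 135 rose, 13 fell and 34 did not pass (136 higher and 14 lower when adjusted over the list alone). The TNFα list had a median of 1.08 and was called upward (camera, Benjamini-Hochberg adjusted p = 3.12e-28, or 0.0421 with an estimated correlation). Of 61 IL6-JAK-STAT3 signaling genes, 28 rose, 7 fell and 26 did not pass (28 higher and 9 lower when adjusted over the list alone). The IL6-JAK-STAT3 list had a median of 0.50 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.00196, or 0.0496 with an estimated correlation). Of 110 IL2-STAT5 signaling genes, 48 rose, 13 fell and 49 did not pass (48 higher and 14 lower when adjusted over the list alone). The IL2-STAT5 list had a median of 0.32 and was called upward (camera, Benjamini-Hochberg adjusted p = 1.76e-05, or 0.0496 with an estimated correlation). Of 103 mTORC1 signaling genes, 56 rose, 17 fell and 30 did not pass (56 higher and 17 lower when adjusted over the list alone). The mTORC1 list had a median of 0.45 and was called upward (camera, Benjamini-Hochberg adjusted p = 1.49e-07, or 0.169 with an estimated correlation). SOCS1 overlaps RMI2 on the other strand.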

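ANGPTL4, a secreted regulator of lipoprotein lipase from the hypoxia list, rose in RSL3-treated G361-shCTR cells by a log2 fold change of 3.78 (SE 0.40), and the ER stress sensor ERN1 rose by 2.45 (SE 0.13). SESN2, an inhibitor of mTORC1 signaling, rose by 3.67 (SE 0.21), while its paralog SESN1 fell by 1.87 on the log2 scale (SE 0.12). PMAIP1, the proapoptotic protein NOXA, rose by 3.46 (SE 0.27) and the antiapoptotic MCL1 by 2.51 (SE 0.15), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 69 hypoxia genes, 30 rose, 11 fell and 28 did not pass (30 higher and 12 lower when adjusted over the list alone). The hypoxia list had a median of 0.20 and was called upward (camera, Benjamini-Hochberg adjusted p = 3.5e-06, or 0.258 with an estimated correlation). Of 36 genes of ER chaperones and the unfolded protein response, 14 rose, 3 fell and 19 did not pass (14 higher and 3 lower when adjusted over the list alone). The unfolded protein response list had a median of 0.08 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0155, or 0.387 with an estimated correlation). Of 45 p53 targets, 14 rose, 20 fell and 11 did not pass (14 higher and 21 lower when adjusted over the list alone). The p53 list had a median of -0.39 and a mean of 0.18, and was not called (camera, Benjamini-Hochberg adjusted p = 0.574). Camera ranked the p53 list downward, against the sign of its mean. Of 43 apoptosis regulators, 16 rose, 7 fell and 20 did not pass (16 higher and 7 lower when adjusted over the list alone). The apoptosis list had a median of 0.16 and was not called (camera, Benjamini-Hochberg adjusted p = 0.0875). Of 137 genes lowered by ultraviolet radiation, 56 rose, 30 fell and 51 did not pass (56 higher and 30 lower when adjusted over the list alone). The ultraviolet radiation list had a median of 0.21 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0183, or 0.413 with an estimated correlation). Of 46 genes of the reactive oxygen species pathway, 19 rose, 13 fell and 14 did not pass (20 higher and 14 lower when adjusted over the list alone). The reactive oxygen species list had a median of 0.16 and was not called (camera, Benjamini-Hochberg adjusted p = 0.188). The ultraviolet radiation call was lost without untreated G361-shCTR replicate 2 (0.0714), and ANGPTL4 and MCL1 overlap noncoding genes, which leaves their counts uncertain in part. The unfolded protein response list lost its call without a filter on low counts (0.26), and, under choices made after the data were seen, with length and GC offsets (0.0548), as adjusted p. The ultraviolet radiation list lost its call without a filter on low counts (0.13), and, under choices made after the data were seen, with the outlying untreated libraries left out (0.0775). The apoptosis list was called upward with camera on 6 libraries (0.0435) and with fry (4.53e-05). The reactive oxygen species list was called upward with fry (0.0198).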

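In RSL3-treated G361-shCTR cells CCNA2, the cyclin of S and G2 phase, fell by 1.79 on the log2 scale (SE 0.32), and LMNB1, a nuclear lamin, fell by 1.84 (SE 0.24). CKS2, a subunit of cyclin-dependent kinases, rose by 1.81 (SE 0.19). ATP5MC1, a subunit of ATP synthase, had a log2 fold change of -1.05 (SE 0.14), ACSS1, a mitochondrial acetyl-CoA synthetase -1.54 (SE 0.18), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 72 G2/M and mitosis genes, 2 rose, 47 fell and 23 did not pass (2 higher and 48 lower when adjusted over the list alone). The G2/M list had a median of -0.73 and was called downward (camera, Benjamini-Hochberg adjusted p = 6.12e-07, or 0.53 with an estimated correlation). Of 88 E2F target and DNA replication genes, 3 rose, 35 fell and 50 did not pass (2 higher and 35 lower when adjusted over the list alone). The E2F list had a median of -0.46 and was called downward (camera, Benjamini-Hochberg adjusted p = 8.7e-05, or 0.609 with an estimated correlation). Of 79 nuclear-encoded oxidative phosphorylation genes, 0 rose, 65 fell and 14 did not pass (0 higher and 68 lower when adjusted over the list alone). The oxidative phosphorylation list had a median of -0.51 and was called downward (camera, Benjamini-Hochberg adjusted p = 7.97e-11, or 0.445 with an estimated correlation). Of 13 genes encoded by mitochondrial DNA, 0 rose, 9 fell and 4 did not pass (0 higher and 9 lower when adjusted over the list alone). The mitochondrial DNA list had a median of -0.97 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.00218, or 0.518 with an estimated correlation). Of 54 genes of fatty acid oxidation and metabolism, 3 rose, 28 fell and 23 did not pass (3 higher and 32 lower when adjusted over the list alone). The fatty acid list had a median of -0.42 and was called downward (camera, Benjamini-Hochberg adjusted p = 9.93e-05, or 0.413 with an estimated correlation). Of 60 MYC target and ribosome biogenesis genes, 6 rose, 30 fell and 24 did not pass (6 higher and 31 lower when adjusted over the list alone). The MYC list had a median of -0.32 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.000532, or 0.53 with an estimated correlation). Of 76 cytosolic ribosomal protein genes, 0 rose, 54 fell and 22 did not pass (0 higher and 56 lower when adjusted over the list alone). The ribosomal protein list had a median of -0.52 and was called downward (camera, Benjamini-Hochberg adjusted p = 6.12e-07, or 0.56 with an estimated correlation). Of 60 DNA repair genes, 3 rose, 28 fell and 29 did not pass (3 higher and 28 lower when adjusted over the list alone). The DNA repair list had a median of -0.35 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.00012, or 0.261 with an estimated correlation). CCNA2, CKS2 and ATP5MC1 overlap other tested genes and are uncertain in part. The E2F list lost its call with fry (0.0902), as adjusted p.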

Hallmark pathways E2F targets, oxidative phosphorylation, G2M checkpoint, MYC targets, fatty acid metabolism and DNA repair were negatively correlated with RSL3 treatment. GO enrichment analysis of the DEGs assigned these genes to be involved in processes related to the regulation of transcription, apoptosis, proliferation, and the inflammatory response (Figure 6C). Furthermore, GO terms encompassing signaling, e.g., MAPK cascade, phosphatidyl-inositol-3 kinase (PI3K) and circadian rhythm, were also found to be over-represented among others.

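CXCL8, a chemokine that attracts neutrophils, rose in RSL3-treated G361-shCTR cells by a log2 fold change of 6.66 (SE 0.39), with an adjusted p of 3.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mRNA of IL7R, the receptor of interleukin 7, had 0 to 43 counts in untreated G361-shCTR libraries and 415 to 643 counts after RSL3. Of 136 inflammatory response genes, 81 rose, 8 fell and 47 did not pass (82 higher and 10 lower when adjusted over the list alone). The inflammatory response list had a median of 0.75 and was called upward (camera, Benjamini-Hochberg adjusted p = 3.18e-12, or 0.0216 with an estimated correlation).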

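FOSB, a partner of JUN in the transcription factor AP-1, rose in RSL3-treated G361-shCTR cells by a log2 fold change of 6.25 (SE 0.39). CRY2, a repressor of the circadian clock, rose by 1.63 (SE 0.14) and NFIL3, a repressor of clock output genes, by 2.48 (SE 0.16), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 38 MAPK phosphatase and immediate early genes, 34 rose, 1 fell and 3 did not pass (34 higher and 2 lower when adjusted over the list alone). The immediate early list had a median of 2.38 and was called upward (camera, Benjamini-Hochberg adjusted p = 7.73e-28, or 0.0633 with an estimated correlation). Of 20 circadian clock genes, 10 rose, 4 fell and 6 did not pass (10 higher and 4 lower when adjusted over the list alone). The circadian list had a median of 0.41 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.00469, or 0.161 with an estimated correlation). Of 51 PI3K-AKT-mTOR components, 16 rose, 16 fell and 19 did not pass (16 higher and 18 lower when adjusted over the list alone). The PI3K-AKT-mTOR list had a median of -0.08 and was not called (camera, Benjamini-Hochberg adjusted p = 0.702). FOSB overlaps ERCC1 on the other strand.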

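In RSL3-treated G361-shCYGB cells HSPA6 rose by a log2 fold change of 8.23 (SE 0.27), ATF3 by 6.30 (SE 0.27), TRIB3, an inhibitor of AKT, by 3.26 (SE 0.18) and CLU, a secreted chaperone, by 4.27 (SE 0.19), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. KIT fell by 4.22 (SE 0.30) and MITF fell by 2.19 (SE 0.18) on the log2 scale. Of 43 heat shock and chaperone genes, 39 rose, 1 fell and 3 did not pass (39 higher and 1 lower when adjusted over the list alone). The heat shock list had a median of 1.79 and was called upward (camera, Benjamini-Hochberg adjusted p = 7.95e-44, or 0.0412 with an estimated correlation). Of 49 genes of ATF4 and the integrated stress response, 41 rose, 1 fell and 7 did not pass (41 higher and 1 lower when adjusted over the list alone). The integrated stress response list had a median of 1.44 and was called upward (camera, Benjamini-Hochberg adjusted p = 7.84e-27, or 0.0308 with an estimated correlation). Of 35 melanocyte differentiation genes, 2 rose, 24 fell and 9 did not pass (2 higher and 27 lower when adjusted over the list alone). The melanocyte list had a median of -0.75 and was called downward (camera, Benjamini-Hochberg adjusted p = 8.98e-10, or 0.12 with an estimated correlation). Of 31 dedifferentiated melanoma markers, 23 rose, 1 fell and 7 did not pass (23 higher and 1 lower when adjusted over the list alone). The dedifferentiation list had a median of 1.94 and was called upward (camera, Benjamini-Hochberg adjusted p = 2.39e-12, or 0.048 with an estimated correlation). RSL3 changed 10007 genes in G361-shCYGB cells, 5031 higher and 4976 lower (50.3% higher), of which 2981 higher and 1646 lower genes were DEGs. With offsets for gene length and GC content, 4242 genes were higher and 6854 lower (38.2% higher), with a shift of -0.174 in the median log2 fold change. Of the 49 lists, 27 were called by camera, 20 higher and 7 lower, and 11 were called with an estimated correlation.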

DESeq2 analysis of RSL3-treated G361-shCYGB identified 9574 differentially expressed genes (Figure 5B). 

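With RSL3, CYGB itself fell by 0.49 (SE 0.13) in G361-shCTR cells and fell by 1.68 (SE 0.14) in G361-shCYGB cells on the log2 scale. NFE2L2, the transcription factor NRF2, had a log2 fold change of 0.31 (SE 0.12) in G361-shCTR cells and 0.45 (SE 0.12) in G361-shCYGB cells. Of the DEGs higher after RSL3 in G361-shCTR cells, 2231 were also higher DEGs in G361-shCYGB cells, where 418 are expected for independent lists of these sizes. Of the lower DEGs 883 were shared, where 103 are expected, and 1 DEG lower in G361-shCTR cells was a higher DEG in G361-shCYGB cells. Across the 18670 genes, which are not independent replicates, the log2 fold changes correlated with a Pearson r of 0.913 and a Spearman rho of 0.873, and 85.3% had the same sign. The Pearson correlation of RSL3 responses was 0.482 without a filter on low counts, and with DESeq2 0.681 on 6 and 0.574 on 12 libraries. DESeq2 was also run without that filter, so these values include genes with low counts that are not among the 18670. They do not separate the test from the set of genes. In the interaction of line and treatment in edgeR's quasi-likelihood test, the test of the difference between the responses, 0 genes passed the adjusted threshold. An unadjusted p under 0.05 was found for 1781 genes, where 934 are expected by chance. DESeq2 on the 12 libraries called 18 genes for this interaction, edgeR without a filter on low counts 179, and edgeR without G361-shCYGB RSL3 replicate 2 called 13. NFE2L2, which overlaps AGPS, lost its call in G361-shCTR cells in 9 of the 12 fits with 1 library left out, at a Benjamini-Hochberg adjusted p of up to 0.182 from edgeR's quasi-likelihood test. NFE2L2 in G361-shCTR cells lost its call without a filter on low counts (0.212), with a replicate block (0.0699), with DESeq2 on 6 libraries (0.0793), with DESeq2 on 12 libraries (0.078), with scaling to total counts (0.125) and with RLE scaling (0.0503), and, under choices made after the data were seen, with length and GC offsets (0.158) and with the outlying untreated libraries left out (0.0501), as adjusted p. NFE2L2 in G361-shCYGB cells lost its call under choices made after the data were seen, with length and GC offsets (0.0762).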

In total, 3597 matched the criteria of DEGs, of which 2451 and 1146 were up- and downregulated, respectively. fGSEA analysis of the G361-shCYGB datasets showed a very similar pattern of significantly enriched hallmark pathways to that of G361-shCTR treated cells (Figure 6B). 

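SRXN1, which reactivates peroxiredoxins, rose in RSL3-treated G361-shCYGB cells by a log2 fold change of 3.67 (SE 0.34), TXNRD1, a thioredoxin reductase, by 2.76 (SE 0.27) and GCLM, a subunit of the enzyme that starts glutathione synthesis, by 2.89 (SE 0.34). In G361-shCTR cells the same genes rose by 3.73 (SE 0.34), 2.70 (SE 0.27) and 2.86 (SE 0.34), each of the 6 at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 46 genes of the reactive oxygen species pathway, 20 rose, 9 fell and 17 did not pass (20 higher and 10 lower when adjusted over the list alone). The reactive oxygen species list had a median of 0.23 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0299, or 0.561 with an estimated correlation). The difference between the responses of the lines was called upward for this list (camera, Benjamini-Hochberg adjusted p = 0.0214, or 0.572 with an estimated correlation), with 0 of its genes passing the interaction test of edgeR. The call in G361-shCYGB cells was lost without untreated G361-shCYGB replicate 2 or G361-shCYGB RSL3 replicate 3 (up to 0.0549) in camera, and SRXN1 and TXNRD1 overlap other tested genes. The reactive oxygen species list lost its call without a filter on low counts (0.154), and, under choices made after the data were seen, with length and GC offsets (0.178), as adjusted p.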

Of the pathways that were positively enriched in the RSL3-treated group, only the hallmark reactive oxygen species pathway was not significantly enriched compared to the fGSEA analysis of G361-shCTR. 

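KIF20A, a kinesin of cytokinesis, fell by 2.16 (SE 0.32) and ESPL1, the separase, fell by 1.98 (SE 0.30) on the log2 scale in RSL3-treated G361-shCYGB cells. The helicase PIF1 fell by 2.84 (SE 0.42), while TUBA4A, an α-tubulin, rose by 3.13 (SE 0.21), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 72 G2/M and mitosis genes, 1 rose, 56 fell and 15 did not pass (1 higher and 57 lower when adjusted over the list alone). The G2/M list had a median of -0.95 and was called downward (camera, Benjamini-Hochberg adjusted p = 1.19e-07, or 0.57 with an estimated correlation). Of 139 mitotic spindle and cytoskeleton genes, 32 rose, 42 fell and 65 did not pass (32 higher and 42 lower when adjusted over the list alone). The spindle list had a median of -0.06 and was not called (camera, Benjamini-Hochberg adjusted p = 0.546). Of 79 nuclear-encoded oxidative phosphorylation genes, 0 rose, 37 fell and 42 did not pass (0 higher and 35 lower when adjusted over the list alone). The oxidative phosphorylation list had a median of -0.29 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.00021, or 0.704 with an estimated correlation). Of 13 genes encoded by mitochondrial DNA, 0 rose, 12 fell and 1 did not pass (0 higher and 12 lower when adjusted over the list alone). The mitochondrial DNA list had a median of -1.27 and was called downward (camera, Benjamini-Hochberg adjusted p = 6.41e-05, or 0.39 with an estimated correlation). The lowest mitochondrial share of counts was in replicate 3 of this condition. Of 88 E2F target and DNA replication genes, 3 rose, 28 fell and 57 did not pass (3 higher and 14 lower when adjusted over the list alone). The E2F list had a median of -0.27 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.048, or 0.841 with an estimated correlation). The E2F call was lost without untreated G361-shCYGB replicate 2 or 3 or G361-shCYGB RSL3 replicate 2 (up to 0.542). KIF20A and TUBA4A overlap other tested genes and are uncertain in part. The E2F list lost its call with a stricter filter on low counts (0.158) and with fry (0.346), and, under choices made after the data were seen, with a surrogate variable (0.0553) and with length and GC offsets (0.0772), as adjusted p. The spindle list was called downward without a filter on low counts (0.00336).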

Hallmark pathways G2M checkpoint, mitotic spindle-related, oxidative phosphorylation and E2F targets were negatively enriched in RSL3-treated G361-shCYGB cells. In concordance with the fGSEA analysis, GO enrichment analysis of the DEGs showed very similar enrichment of GO terms compared to G361-shCTR cells (Figure 6D).

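ARC, a gene of neuronal activity, rose in RSL3-treated G361-shCYGB cells by a log2 fold change of 8.57 (SE 0.64), CXCL8 by 7.09 (SE 0.40) and EGR1 by 7.45 (SE 0.31), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 136 inflammatory response genes, 82 rose, 10 fell and 44 did not pass (82 higher and 12 lower when adjusted over the list alone). The inflammatory response list had a median of 0.74 and was called upward (camera, Benjamini-Hochberg adjusted p = 9.51e-13, or 0.027 with an estimated correlation). Of 182 genes of TNFα signaling via NF-κB, 134 rose, 16 fell and 32 did not pass (136 higher and 17 lower when adjusted over the list alone). The TNFα list had a median of 1.37 and was called upward (camera, Benjamini-Hochberg adjusted p = 2.46e-31, or 0.0412 with an estimated correlation). Of 38 MAPK phosphatase and immediate early genes, 34 rose, 1 fell and 3 did not pass (35 higher and 1 lower when adjusted over the list alone). The immediate early list had a median of 2.63 and was called upward (camera, Benjamini-Hochberg adjusted p = 7.95e-32, or 0.048 with an estimated correlation). Of 43 apoptosis regulators, 18 rose, 6 fell and 19 did not pass (18 higher and 6 lower when adjusted over the list alone). The apoptosis list had a median of 0.20 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0243, or 0.147 with an estimated correlation). The apoptosis list lost its call without a filter on low counts (0.167), and, under choices made after the data were seen, with length and GC offsets (0.0802), as adjusted p.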

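HMOX1, the heme oxygenase HO-1, rose with RSL3 by a log2 fold change of 6.25 (SE 0.69) in G361-shCTR cells and 5.09 (SE 0.65) in G361-shCYGB cells, with adjusted p values of 8.06e-06 and 2.24e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SLC7A11, the cystine transporter that supplies glutathione synthesis, rose in G361-shCTR cells by 2.62 (SE 0.47), and CHAC1 rose in G361-shCYGB cells by 5.03 (SE 0.41). PROM2, which exports ferritin-bound iron, rose by 6.31 (SE 0.62) in G361-shCTR cells and 5.31 (SE 0.51) in G361-shCYGB cells. Differences between the lines in the responses of HMOX1 and PROM2 did not pass the interaction test of edgeR (adjusted p = 0.652 and 0.752). ALOXE3, a lipoxygenase, had 0 to 1 counts in untreated G361-shCTR libraries and 200 to 471 after RSL3, and 0 counts in untreated G361-shCYGB libraries against 405 to 711 after RSL3. GPX4, the target of RSL3, had log2 fold changes of -0.05 (SE 0.14) and -0.06 (SE 0.14) in the respective lines and did not pass, apart from -0.37 in G361-shCYGB cells (adjusted p = 0.0095 in the edgeR test) with length and GC offsets, chosen after the data were seen. The value of GPX4 in G361-shCTR cells was 0.15 without untreated G361-shCTR replicate 2. Of 45 genes of the ferroptosis response and its drivers in G361-shCTR cells, 22 rose, 10 fell and 13 did not pass (22 higher and 10 lower when adjusted over the list alone). The G361-shCTR ferroptosis list had a median of 0.27 and was called upward (camera, Benjamini-Hochberg adjusted p = 4.98e-06, or 0.0202 with an estimated correlation). Of 45 such genes in G361-shCYGB cells, 23 rose, 11 fell and 11 did not pass (23 higher and 12 lower when adjusted over the list alone). The G361-shCYGB ferroptosis list had a median of 0.32 and was called upward (camera, Benjamini-Hochberg adjusted p = 6.88e-06, or 0.0216 with an estimated correlation). Of 44 NRF2 targets in G361-shCTR cells, 27 rose, 2 fell and 15 did not pass (27 higher and 2 lower when adjusted over the list alone). The G361-shCTR NRF2 list had a median of 0.69 and was called upward (camera, Benjamini-Hochberg adjusted p = 1.58e-05, or 0.272 with an estimated correlation). Of 44 NRF2 targets in G361-shCYGB cells, 29 rose, 3 fell and 12 did not pass (31 higher and 3 lower when adjusted over the list alone). The G361-shCYGB NRF2 list had a median of 0.84 and was called upward (camera, Benjamini-Hochberg adjusted p = 8.12e-07, or 0.174 with an estimated correlation). Of 39 ferroptosis suppressors in G361-shCTR cells, 15 rose, 9 fell and 15 did not pass (15 higher and 9 lower when adjusted over the list alone). The G361-shCTR suppressor list had a median of 0.14 and was not called (camera, Benjamini-Hochberg adjusted p = 0.12). Of 39 ferroptosis suppressors in G361-shCYGB cells, 16 rose, 7 fell and 16 did not pass (17 higher and 8 lower when adjusted over the list alone). The G361-shCYGB suppressor list had a median of 0.36 and was not called (camera, Benjamini-Hochberg adjusted p = 0.0787). Without untreated G361-shCYGB replicate 3 the log2 fold change in G361-shCYGB cells was 6.41 for HMOX1 and 5.72 for CHAC1, and that of PROM2 was 5.90 without untreated G361-shCYGB replicate 1 and, in G361-shCTR cells, 6.97 without untreated G361-shCTR replicate 3. The suppressor list was called upward in G361-shCTR cells by fgsea (0.0275) and fry (0.000369), which tests against no change, and in G361-shCYGB cells by fry (6.19e-05) and, in camera, without untreated G361-shCYGB replicate 3 (0.0279), as adjusted p. Chosen after the data were seen, a surrogate variable gave a camera call in both lines (adjusted p = 0.0198 and 0.00863) and leaving out the outlying untreated libraries 1 in G361-shCTR cells (0.0317). SLC7A11 overlaps an antisense RNA and is uncertain in part.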

A ferroptosis gene signature was clearly present in both G361-shCTR and G361-shCYGB upon RSL3 treatment (Figure S4).

### 3.5. Differences between RSL3-Treated G361-shCTR and G361-shCYGB Cells

Finally, we investigated whether the knockdown of CYGB resulted in differences in the response to RSL3 treatment. Therefore, we compared the RSL3-treated G361-shCTR and G361-shCYGB datasets. DESeq2 analysis identified 1461 genes with altered gene expression, of which 354 (240 up- and 114 downregulated) were significant DEGs (Figure 7A). fGSEA analysis showed that hallmark pathways TNFα signaling via NF-κB, inflammatory response, hypoxia, P53 pathway, UV response (up), IL2-STAT5 signaling, coagulation, KRAS signaling (up), allograft rejection, IFNγ response, epithelial–mesenchymal transition, myogenesis, estrogen response, MTORC1 signaling, and oxidative phosphorylation were all enriched in RSL3-treated G361-shCYGB cells compared to G361-shCTR. In contrast, hallmarks G2M checkpoint, mitotic spindle and Wnt/β-catenin signaling were rather enriched in RSL3-treated G361-shCTR cells (Figure S5). 

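CYGB was at 350 ± 12.6 CPM (SD, n = 3) in RSL3-treated G361-shCTR cells and at 18.5 ± 3.69 CPM (SD, n = 3) in RSL3-treated G361-shCYGB cells, a log2 fold change of -4.24 (SE 0.15), with an adjusted p of 2.16e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Higher in G361-shCYGB cells were also PLA1A, by 1.48 (SE 0.12), the potassium channel KCNJ15, by 2.34 (SE 0.33), and FAM84A, by 2.01 (SE 0.27). The neuropeptide precursor VGF was lower at -2.37 (SE 0.29), TNFAIP3, which restrains NF-κB signaling, at -1.21 (SE 0.13), LONRF1 at -1.41 (SE 0.15) and the zinc finger genes ZNF486 and ZNF736 at -1.93 (SE 0.20) and -1.21 (SE 0.14). These genes kept their calls in edgeR's quasi-likelihood test with each of the 12 libraries left out in turn, and ZNF486, TNFAIP3 and KCNJ15 overlap other tested genes. In all, 296 genes differed between the RSL3-treated lines, 140 higher and 156 lower in G361-shCYGB cells, and 172 were DEGs, 101 higher and 71 lower. The knockdown effects with and without RSL3 had a Pearson r of 0.156 and a Spearman rho of 0.146 across genes, and this Pearson correlation of knockdown effects was 0.0141 without a filter on low counts and 0.285 with a stricter one. The 9 genes higher in untreated G361-shCYGB cells were also higher under RSL3, and of the 33 lower genes 21 were also lower. The count of genes was 76, 62 and 28 without G361-shCTR RSL3 replicate 1, 2 or 3, and 45 and 37 without G361-shCYGB RSL3 replicate 1 or 3. It was 637, 664 and 462 without G361-shCYGB RSL3 replicate 2, untreated G361-shCTR replicate 2 or untreated G361-shCYGB replicate 1. DESeq2 called 1481 genes on the 6 RSL3-treated libraries and 910 on the 12 libraries. EdgeR called 842 on those 6 libraries, 975 without a filter on low counts, and 1637 with both outlying untreated libraries left out.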

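HBEGF, a ligand of the EGF receptor, was higher in RSL3-treated G361-shCYGB cells than in RSL3-treated G361-shCTR cells by a log2 fold change of 1.18 (SE 0.23). TNFAIP6, a hyaluronan-binding protein induced by TNFα, was higher by 1.44 (SE 0.26) and BTG2, an antiproliferative p53 target, by 1.64 (SE 0.35), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 182 genes of TNFα signaling via NF-κB, 7 were higher, 2 were lower and 173 did not pass (28 higher and 5 lower when adjusted over the list alone). The TNFα list had a median of 0.21 and was called upward (camera, Benjamini-Hochberg adjusted p = 6.18e-06, or 0.489 with an estimated correlation). Of 136 inflammatory response genes, 5 were higher, 2 were lower and 129 did not pass (20 higher and 4 lower when adjusted over the list alone). The inflammatory response list had a median of 0.10 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.00454, or 0.351 with an estimated correlation). Of 38 MAPK phosphatase and immediate early genes, 2 were higher, 0 were lower and 36 did not pass (12 higher and 0 lower when adjusted over the list alone). The immediate early list had a median of 0.45 and was called upward (camera, Benjamini-Hochberg adjusted p = 2.63e-06, or 0.495 with an estimated correlation). Of 69 hypoxia genes, 2 were higher, 1 were lower and 66 did not pass (7 higher and 2 lower when adjusted over the list alone). The hypoxia list had a median of 0.15 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.00361, or 0.608 with an estimated correlation). Of 45 p53 targets, 2 were higher, 0 were lower and 43 did not pass (5 higher and 0 lower when adjusted over the list alone). The p53 list had a median of 0.11 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0096, or 0.14 with an estimated correlation). Of 103 mTORC1 signaling genes, 3 were higher, 0 were lower and 100 did not pass (4 higher and 2 lower when adjusted over the list alone). The mTORC1 list had a median of 0.09 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.015, or 0.608 with an estimated correlation). HBEGF lost its call in edgeR's quasi-likelihood test without any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.134), TNFAIP6 without any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.0999) and BTG2 without any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.171), as adjusted p. The p53 call was lost without G361-shCTR RSL3 replicate 2 or G361-shCYGB RSL3 replicate 3 (up to 0.0525) and the mTORC1 call without G361-shCTR RSL3 replicate 2 or G361-shCYGB RSL3 replicate 1 (up to 0.191) in camera. HBEGF lost its call with edgeR on 6 libraries (0.0632), as adjusted p. BTG2 lost its call without a filter on low counts (0.099), with a replicate block (0.059) and with edgeR on 6 libraries (0.0995). The TNFα, inflammatory response, immediate early and hypoxia lists lost their calls with fry (0.175, 0.0792, 0.224 and 0.251), as adjusted p. The p53 list lost its call without a filter on low counts (0.0535). The mTORC1 list lost its call without a filter on low counts (0.0935) and with fry (0.259).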

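Further lists were compared between the RSL3-treated lines, as G361-shCYGB against G361-shCTR cells. Of 79 nuclear-encoded oxidative phosphorylation genes, 0 passed over all genes or over the list alone. The oxidative phosphorylation list had a median of 0.08 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0331, or 0.909 with an estimated correlation). Of 76 cytosolic ribosomal protein genes, 0 passed over all genes or over the list alone. The ribosomal protein list had a median of 0.15 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0126, or 0.909 with an estimated correlation). Of 110 IL2-STAT5 signaling genes, 1 were higher, 1 were lower and 108 did not pass (9 higher and 1 lower when adjusted over the list alone). The IL2-STAT5 list had a median of 0.04 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.0435, or 0.477 with an estimated correlation). Of 51 estrogen response genes, 0 were higher, 1 were lower and 50 did not pass (0 higher and 1 lower when adjusted over the list alone). The estrogen response list had a median of 0.15 and was not called (camera, Benjamini-Hochberg adjusted p = 0.0831). Of 46 interferon-stimulated genes, 0 passed over all genes, and 1 were higher and 0 were lower when adjusted over the list alone. The interferon list had a median of 0.05 and was not called (camera, Benjamini-Hochberg adjusted p = 0.676). Single genes were called with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The oxidative phosphorylation call was lost without any untreated G361-shCYGB library, G361-shCTR RSL3 replicate 2 or G361-shCYGB RSL3 replicate 3 (up to 0.448) and the ribosomal call without G361-shCTR RSL3 replicate 2 or G361-shCYGB RSL3 replicate 1 (up to 0.339). The IL2-STAT5 call was lost without any untreated G361-shCTR library, any untreated G361-shCYGB library, G361-shCTR RSL3 replicate 2 or 3 or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.204), while estrogen response was called without G361-shCYGB RSL3 replicate 2 (0.0131). The oxidative phosphorylation list lost its call without a filter on low counts (0.194) and with fry (0.768), and, under choices made after the data were seen, with a surrogate variable (0.122) and with length and GC offsets (0.547), as adjusted p. The ribosomal protein list lost its call with fry (0.787), and, under choices made after the data were seen, with a surrogate variable (0.153) and with length and GC offsets (0.374). The IL2-STAT5 list lost its call without a filter on low counts (0.25), with camera on 6 libraries (0.0827) and with fry (0.141), and, under choices made after the data were seen, with a surrogate variable (0.0994) and with the outlying untreated libraries left out (0.081). The estrogen response list was called upward with fgsea (0.0258).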

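PSEN2 was lower in RSL3-treated G361-shCYGB cells than in RSL3-treated G361-shCTR cells at a log2 fold change of -0.98 (SE 0.12), and FZD8, a Wnt receptor, was higher by 1.06 (SE 0.24), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 72 G2/M and mitosis genes, 0 passed over all genes or over the list alone. The G2/M list had a median of -0.24 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.0013, or 0.885 with an estimated correlation). Of 139 mitotic spindle and cytoskeleton genes, 0 were higher, 1 were lower and 138 did not pass (0 higher and 1 lower when adjusted over the list alone). The spindle list had a median of -0.10 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.0331, or 0.827 with an estimated correlation). Of 40 Wnt/β-catenin signaling genes, 1 were higher, 1 were lower and 38 did not pass (1 higher and 1 lower when adjusted over the list alone). The Wnt list had a median of -0.11 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.0494, or 0.495 with an estimated correlation). Of 13 genes encoded by mitochondrial DNA, 0 passed over all genes or over the list alone. The mitochondrial DNA list had a median of -0.37 and was called downward (camera, Benjamini-Hochberg adjusted p = 0.00208, or 0.608 with an estimated correlation). The G2/M call was lost without G361-shCTR RSL3 replicate 3 or G361-shCYGB RSL3 replicate 1 (up to 0.109), the spindle call without G361-shCTR RSL3 replicate 3 or G361-shCYGB RSL3 replicate 1 (up to 0.127) and the Wnt call without G361-shCTR RSL3 replicate 1 or 3 or G361-shCYGB RSL3 replicate 2 or 3 (up to 0.306). The mitochondrial DNA call was lost without G361-shCYGB RSL3 replicate 3 (0.623), the library with the lowest mitochondrial share of counts. FZD8 lost its call in edgeR's quasi-likelihood test without untreated G361-shCTR replicate 3, untreated G361-shCYGB replicate 2, any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.203), as adjusted p. FZD8 lost its call with a replicate block (0.0647), as adjusted p. The G2/M list lost its call with fry (0.718), as adjusted p. The spindle list lost its call with a stricter filter on low counts (0.0995) and with fry (0.487), and, under choices made after the data were seen, with a surrogate variable (0.119) and with length and GC offsets (0.27). The Wnt list lost its call with a stricter filter on low counts (0.0789), with a replicate block (0.052), with camera on 6 libraries (0.0596), with scaling to total counts (0.0515), with RLE scaling (0.056), with upper quartile scaling (0.0516) and with fry (0.17), and, under choices made after the data were seen, with a surrogate variable (0.0626) and with length and GC offsets (0.133). The mitochondrial DNA list lost its call with camera on 6 libraries (0.056) and with fry (0.343).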

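MMP3, a matrix metalloproteinase, was higher in RSL3-treated G361-shCYGB cells than in RSL3-treated G361-shCTR cells by a log2 fold change of 2.61 (SE 0.49) and MMP10 by 2.19 (SE 0.39), with adjusted p values of 0.0195 and 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TIMP3, an inhibitor of metalloproteinases, was higher by 0.72 (SE 0.13), and ADAM9, a membrane-bound protease, was lower at -0.47 (SE 0.10). IL1B, which encodes IL-1β, had 3 to 13 counts per library in RSL3-treated G361-shCTR cells and 7 to 10 in RSL3-treated G361-shCYGB cells. Of 35 extracellular matrix proteases and inhibitors, 5 were higher, 1 were lower and 29 did not pass (9 higher and 2 lower when adjusted over the list alone). The protease list had a median of 0.21 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.00256, or 0.14 with an estimated correlation). Of 134 genes of the epithelial-mesenchymal transition and extracellular matrix, 8 were higher, 6 were lower and 120 did not pass (18 higher and 11 lower when adjusted over the list alone). The extracellular matrix list had a median of 0.13 and was not called (camera, Benjamini-Hochberg adjusted p = 0.182). This list was called without G361-shCYGB RSL3 replicate 2 (0.0347). MMP3 lost its call in edgeR's quasi-likelihood test without G361-shCTR RSL3 replicate 2 or 3 or G361-shCYGB RSL3 replicate 1 (up to 0.129) and MMP10 without G361-shCTR RSL3 replicate 2 or 3 or G361-shCYGB RSL3 replicate 1 (up to 0.0866), as adjusted p, and without G361-shCYGB RSL3 replicate 1 the log2 fold change of MMP3 was 1.74. TIMP3 lost its call without any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.0956) and ADAM9 without any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.193). MMP3 and MMP10 overlap WTAPP1, and TIMP3 overlaps SYN3, all on the other strand. MMP3 lost its call with edgeR on 6 libraries (0.073), as adjusted p. MMP10 lost its call without a filter on low counts (0.0889) and with edgeR on 6 libraries (0.0709). ADAM9 lost its call with a replicate block (0.0688). The extracellular matrix list was called upward with fgsea (0.0191), as adjusted p.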

GO enrichment analysis of the 354 DEGs showed (among others) an overrepresentation of GO terms related to signal transduction, transcription, the inflammatory response, the extracellular matrix and IL1β production (Figure 7B).

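SYK (chromosome 9, 90801787 to 90898549 in GRCh38) was at 15.1 CPM in RSL3-treated G361-shCYGB cells and 4.20 CPM in RSL3-treated G361-shCTR cells (means, n = 3), a log2 fold change of 1.85 (SE 0.18). The inflammasome sensor NLRP3 (chromosome 1, 247416156 to 247449108) was at 2.91 against 0.958 CPM, a log2 fold change of 1.60 (SE 0.35). The chemokine receptor CXCR4 (chromosome 2, 136114349 to 136118165) was at 10.0 against 4.41 CPM, a log2 fold change of 1.18 (SE 0.26), and CD74, the invariant chain of MHC class II, was higher by 4.67 (SE 1.03). CASP1 (chromosome 11, 105025443 to 105035250), the protease that processes IL-1β and gasdermin D, was at 4.55 ± 0.634 against 2.22 ± 0.646 CPM (SD, n = 3), with a log2 fold change of 1.04 (SE 0.27) that did not pass. The adjusted p was 0.000431 for SYK, 0.0363 for NLRP3, 0.0363 for CXCR4, 0.0386 for CD74 and 0.0723 for CASP1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 47 pyroptosis and inflammasome genes, 4 were higher, 0 were lower and 43 did not pass (5 higher and 1 lower when adjusted over the list alone). The pyroptosis list had a median of 0.06 and was not called (camera, Benjamini-Hochberg adjusted p = 0.107). Fry, which tests the list against no change and not against other genes, called it upward (adjusted p = 0.0059). The study chose 5 of the genes from these samples, so this count and this test are not independent evidence. Of the other 42 genes, 0 passed over all genes or over the list alone, with a median of 0.02, a mean of 0.03 and no call in camera (Benjamini-Hochberg adjusted p = 0.984). NLRP3 lost its call without any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.171), CXCR4 without any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 1 or 3 (up to 0.178) and CD74 without any untreated G361-shCTR library, any G361-shCTR RSL3 library or G361-shCYGB RSL3 replicate 3 (up to 0.189), as adjusted p of the edgeR test, and the log2 fold change of CD74 was 2.22 without G361-shCYGB RSL3 replicate 3. With a replicate block NLRP3 (0.066), CXCR4 (0.0634) and CD74 (0.0901) did not pass the edgeR test by adjusted p, and CD74 did not without a filter on low counts (0.178) or with edgeR on the 6 RSL3-treated libraries (0.126). CASP1 passed with DESeq2 on the 6 RSL3-treated libraries (adjusted p = 0.00412) or the 12 libraries (0.00859), and with edgeR on those 6 libraries (0.0374) or without a filter on low counts (0.0063). CD74 lost its call under choices made after the data were seen, with length and GC offsets (0.0507) and with the outlying untreated libraries left out (0.0783), as adjusted p. CASP1 was called under choices made after the data were seen, with a surrogate variable (0.0264) and with the outlying untreated libraries left out (0.0263).

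**Figure D2:**
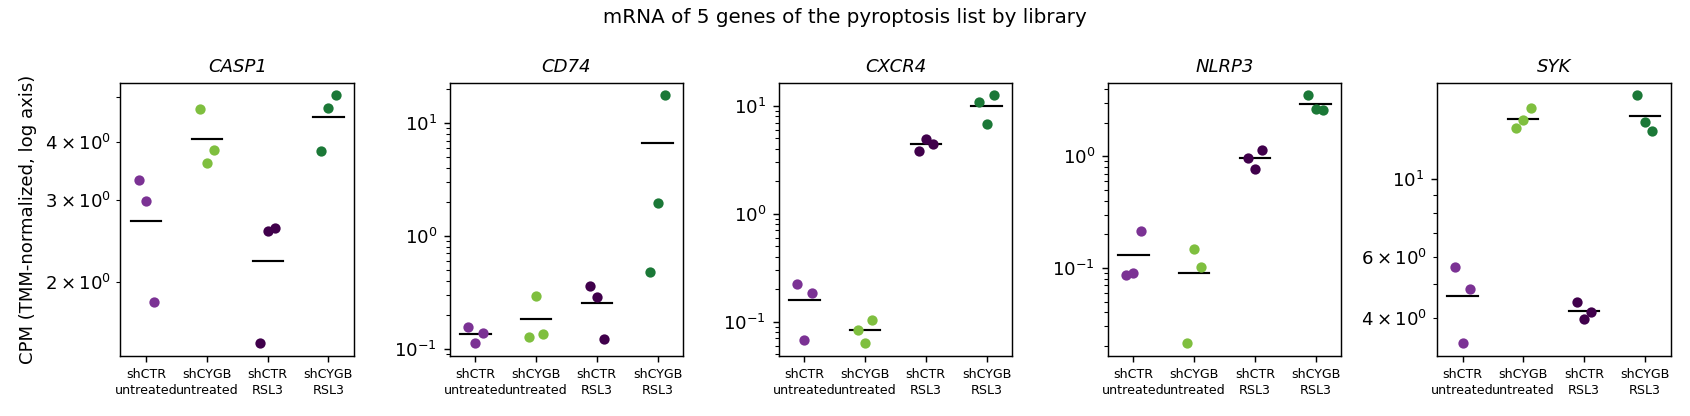
mRNA of CASP1, CD74, CXCR4, NLRP3 and SYK in each of the 12 libraries, in TMM-normalized CPM on a logarithmic vertical axis, by condition. Points are libraries and horizontal lines are means (n = 3), and CD74 ranges from 0.479 to 17.7 CPM among the RSL3-treated G361-shCYGB libraries.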

Interestingly, multiple pyroptosis-associated DEGs were found to be upregulated in G361-shCYGB cells compared to G361-shCTR upon RSL3 treatment (Figure 7B; see also Supplementary Figure S6). We therefore validated the differential expression of five pyroptosis-related genes (CASP1, CD74, CXCR4, NLRP3, SYK) by RT-qPCR (Figure 7C).

## 4. Discussion

CYGB displays substantial sequence similarities with other globins and even has ~40% homology with myoglobin (Mb) [32]. It is now well established that mitochondria and Mb are intimately linked through their functional regulation of one another [33,34]. Considering the homology to Mb and their very similar oxygen affinity, we sought to investigate a potential effect of CYGB knockdown in G361 melanoma cells on mitochondrial respiration. Mitochondrial oxidative phosphorylation was significantly diminished in CYGB-depleted G361-shCYGB cells (Figure 1B–F), consistent with the RNA-seq data, where G361-shCTR cells were compared to G361-shCYGB cells under basal conditions. Moreover, fGSEA analysis identified three metabolism-related pathways that were significantly enriched in the G361-shCTR cells, of which the hallmark pathway oxidative phosphorylation was most enriched (Figure 4A).

CYGBs’ tumor-suppressive role has previously been investigated [17,35]. Several studies have shown that CYGB can function as a cytoprotective protein through the scavenging of ROS [12,14,36]. Recently, Zweier et al. demonstrated the potent superoxide dismutase activity of CYGB. In the current study, increased levels of ROS were found in G361-shCYGB cells under basal conditions, which would support an ROS-scavenging function (Figure 2A). Additionally, G361-shCYGB cells treated with the ferroptosis inducer RSL3 were significantly more sensitive and displayed increased levels of lipid peroxidation compared to treated G361-shCTR cells (Figure 2B,F). The increase in basal ROS levels in G361-shCYGB would facilitate the initiation of phospholipid peroxidation and subsequently lead to more ferroptotic cell death. Furthermore, CYGB has been shown to reduce anionic phospholipids through innate peroxidase activity [13]. Therefore, the knockdown of CYGB would result in a diminished ability to clear phospholipid hydroperoxides (PLOOHs), and thus increase lipid peroxidation. However, the lack of increased lipid peroxidation observed under basal conditions in G361-shCYGB cells would argue against peroxidase activity.

The small molecule RSL3 induces ferroptosis by directly inhibiting glutathione peroxidase 4 (GPX4) [36]. GPX4, a selenoprotein, is the major enzyme catalyzing the reduction, and thus toxification, of PLOOHs in mammalian cells, which makes it an essential regulator of ferroptotic cell death. GPX4 is a downstream target of the master regulator of the antioxidant response NRF2. Furthermore, NRF2 target genes have been shown to regulate the activity of proteins and enzymes responsible for preventing lipid peroxidation, including the enzyme HO-1. Whereas only NRF2 protein expression was stabilized upon RSL3 treatment in both cell lines, HO-1 was clearly induced both on the mRNA and protein level (Figure 2C–E). NRF2’s activity and abundance are tightly regulated at the transcriptional, post-transcriptional and post-translational level [37,38]. On the other hand, NRF2 itself, as a redox-sensitive transcription factor, regulates the expression of antioxidant and detoxifying genes, including HO-1, through binding to the cis-acting enhancer sequence ARE. Consistently, ARE-driven reporter assays demonstrated increased luciferase activity upon RSL3 treatment under basal and NRF2 overexpression conditions in CYGB-deficient G361 cells (Figure 4).

Intriguingly, the knockdown of CYGB also affected NRF2 and HO-1 protein expression under basal conditions (Figure S3). This is in accordance with previous studies [14,39,40,41] and is consistent with results obtained recently by our group [31]. Considering NRF2’s central role in heme biosynthesis, and taking into account CYGB as a heme-containing protein, cells possessing abundant endogenous CYGB levels constitutively induce NRF2 protein, and subsequently HO-1 [42,43]. Furthermore, CYGB, as a hemeprotein, could potentially be involved in the regulation of the labile iron pool, and thus ameliorate RSL3-mediated ferroptosis.

Notably, HO-1 protein levels were significantly higher in G361-shCYGB cells upon RSL3 treatment. There is conflicting evidence concerning the role of HO-1 in ferroptosis, suggesting HO-1 to either promote or suppress ferroptosis [44,45]. However, it seems that the pro- or anti-ferroptotic effect of HO-1 is dependent on the intracellular ROS levels and degree of HO-1 induction [46]. HO-1 breaks down heme into biliverdin/bilirubin, carbon monoxide and ferrous iron. Although biliverdin and bilirubin are antioxidants, ferrous iron is highly reactive and can lead to the accumulation of ROS. Therefore, labile free iron is sequestered by ferritin. Under moderate levels of HO-1 induction, the labile free iron is adequately buffered by ferritin and therefore HO-1 can exert its cytoprotective effect. However, higher levels of HO-1 expression could exceed the labile free iron buffering capacity of the cell, thereby facilitating lipid peroxidation and subsequent ferroptotic cell death [43]. Thus, the increased induction of HO-1 in CYGB knockdown G361-shCYGB cells, together with the increased basal ROS levels, could potentially have contributed to the increased sensitivity towards RSL3 treatment.

Another regulator of ferroptosis that recently was discovered, ferroptosis-suppressor protein 1 (FSP1; also known as AIFM2), plays a prominent role in the suppression of ferroptosis [47,48]. FSP1 suppresses lipid peroxidation through the reduction of ubiquinone to ubiquinol, which in turn either directly reduces lipid radicals to terminate lipid autoxidation, or indirectly via regenerating vitamin E. In T cell lymphoblastic lymphoma cells, FSP1 was shown to be upregulated by the long non-coding RNA maternally expressed 3 (MEG3), a regulatory RNA involved in tumor development [49].

Interestingly, MEG3 was one of the DEGs identified to be dramatically downregulated in G361-shCYGB cells upon RSL3 treatment (Figure 7A) and was recently found to also be downregulated under basal conditions [31]. Furthermore, MEG3 was shown to inhibit tumor formation, growth and metastasis in melanoma [50]. Thus, whilst the knockdown of CYGB in G361 melanoma cells gives rise to a more malignant cancer phenotype, it also makes cells more susceptible to ferroptosis. Additionally, multiple cancer-associated pathways were enriched in the CYGB-deficient G361-shCYGB cell line compared to G361-shCTR. 

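MEG3, a long non-coding RNA on chromosome 14 from 100779410 to 100861031 in GRCh38, was lower in RSL3-treated G361-shCYGB cells than in RSL3-treated G361-shCTR cells by a log2 fold change of -2.85 (SE 0.52), with an adjusted p of 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without treatment it was at 0.843 ± 0.654 CPM in G361-shCYGB cells and 5.00 ± 2.76 CPM in G361-shCTR cells (SD, n = 3), a log2 fold change of -2.51 (SE 0.49) that did not pass the same edgeR test (adjusted p = 0.0585). AIFM2, which encodes FSP1 and overlaps H2AFY2, had a log2 fold change of 0.15 (SE 0.15) between the RSL3-treated lines and did not pass, while RSL3 raised it by 0.97 (SE 0.15) in G361-shCTR cells and 1.22 (SE 0.15) in G361-shCYGB cells. MEG3 lost its call under RSL3 without G361-shCTR RSL3 replicate 2 or 3 or G361-shCYGB RSL3 replicate 1 or 3 (adjusted p up to 0.0871 from edgeR's quasi-likelihood test) and was called in untreated cells without untreated G361-shCTR replicate 1 or G361-shCYGB replicate 1 (0.0263 and 0.0159), with a log2 fold change of -3.33 without the latter. In untreated cells it was also called by DESeq2 on the 12 libraries (adjusted p = 1.97e-05) and by edgeR without a filter on low counts (1.97e-07). MEG3 without treatment was called under choices made after the data were seen, with a surrogate variable (0.000773), with length and GC offsets (0.0482) and with the outlying untreated libraries left out (0.0165), as adjusted p.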

Overactivation of the PI3K/AKT/mTOR pathway is known to promote proliferation and survival [51]. Oncogenic KRAS promotes cell survival, proliferation and cytokine secretion [52]. One of the cytokines secreted is TNFα, which in turn activates NF-κB, which promotes tumor metastasis and invasiveness [53]. Hedgehog signaling has been shown to promote metastasis through its involvement in the epithelial–mesenchymal transition (EMT) [54]. EMT transforms polarized epithelial cells into motile mesenchymal cells, thereby facilitating invasiveness and metastasis [55]. Thus, the knockdown of CYGB seems to induce cellular changes that lead to a more malignant cancer phenotype, further supporting a tumor-suppressive role for CYGB. 

Remarkably, multiple DEGs found to be upregulated in G361-shCYGB cells compared to G361-shCTR upon RSL3 ferroptosis treatment are associated with pyroptosis (Figure 7B). More specifically, NOD-, LRR- and pyrin domain-containing protein 3 (NLRP3) and caspase 1 (CASP1) were significantly upregulated, as confirmed by RT-PCR (Figure 7C). 

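Within each line, NLRP3 rose with RSL3, by a log2 fold change of 2.80 (SE 0.43) in G361-shCTR cells and 4.98 (SE 0.45) in G361-shCYGB cells, with adjusted p values of 0.000124 and 9.88e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between these responses, 2.185 (SE 0.67), did not pass the interaction test of edgeR (Benjamini-Hochberg adjusted p = 0.494). CASP1 had log2 fold changes of -0.28 (SE 0.27) and 0.16 (SE 0.26) with RSL3 and did not pass in either line. TLR4, a receptor of bacterial lipopolysaccharide, rose by 1.26 (SE 0.23) in G361-shCTR cells and 1.68 (SE 0.24) in G361-shCYGB cells, and between the RSL3-treated lines its log2 fold change of 0.31 (SE 0.23) did not pass. NLRP3 had 4 to 14 counts per library in untreated G361-shCTR cells and 1 to 7 in untreated G361-shCYGB cells, so its fold changes with RSL3 rest on few counts and were 3.39 in G361-shCTR cells without untreated replicate 3 and 5.67 in G361-shCYGB cells without untreated replicate 2 on the log2 scale. The paper states that RSL3 activated the NLRP3 inflammasome in G361-shCYGB cells and that pyroptosis was induced.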

Pyroptosis is driven by inflammatory caspases that are activated upon the formation of a multiprotein complex called the inflammasome [56,57]. The NLRP3 inflammasome consists of a sensor (NLRP3), an adaptor (ASC; also known as PYCARD) and an effector (caspase 1). 

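PYCARD fell with RSL3 in both lines, at a log2 fold change of -1.11 (SE 0.33) in G361-shCTR cells and -1.21 (SE 0.33) in G361-shCYGB cells, with adjusted p values of 0.012 and 0.0067 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the RSL3-treated lines its log2 fold change was 0.06 (SE 0.33), which did not pass, and -0.02 without G361-shCTR RSL3 replicate 1. PYCARD overlaps PYCARD-AS1 on the other strand, and its call in G361-shCTR cells was lost without untreated G361-shCTR replicate 2 (adjusted p = 0.0911 from edgeR's quasi-likelihood test). PYCARD in G361-shCTR cells lost its call without a filter on low counts (0.0742), as adjusted p.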

NLRP3 and CASP1 transcription is upregulated by the activation of pathogen-associated molecular patterns (PAMPS), toll-like receptors (TLRs) or cytokines such as TNFα and IL-1β that lead to NF-κB activation and gene transcription [58,59], which is perfectly in line with the findings here, showing the enrichment of hallmark pathway TNFα via NF-κB signaling and GO term IL-1β production (Figure 7B and Figure S5). Additionally, cluster of differentiation (CD74) together with C-X-C chemokine receptor type 4 (CXCR4) were also upregulated. 

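CD74 (chromosome 5, 150401637 to 150412929 in GRCh38) had 12, 51 and 458 counts in the RSL3-treated G361-shCYGB replicates 1, 2 and 3 and 3 to 10 counts in the RSL3-treated G361-shCTR libraries. In the same order, HLA-DRA had 6, 20 and 79 counts and HLA-DRB1 6, 11 and 71; both encode chains of HLA-DR, the class II molecule that CD74 accompanies. Of 11 genes of MHC class II antigen presentation, 1 were higher, 0 were lower and 10 did not pass (4 higher and 0 lower when adjusted over the list alone). The class II list had a median of 0.56 and was called upward (camera, Benjamini-Hochberg adjusted p = 0.00295, or 0.477 with an estimated correlation). CXCR4 rose with RSL3 by a log2 fold change of 4.72 (SE 0.34) in G361-shCTR cells and 6.90 (SE 0.39) in G361-shCYGB cells. These fold changes rest on low untreated levels. Their difference of 2.18 (SE 0.58) did not pass the interaction test of edgeR (Benjamini-Hochberg adjusted p = 0.494). CXCR4 was at 0.158 ± 0.0816 CPM in untreated G361-shCTR cells and 0.0832 ± 0.0199 CPM in untreated G361-shCYGB cells (SD, n = 3). MIF had a log2 fold change of -0.55 (SE 0.16) with RSL3 in G361-shCTR cells and -0.28 (SE 0.16) in G361-shCYGB cells, and only the former passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between the MIF responses, 0.27 (SE 0.23), did not pass the interaction test of edgeR (adjusted p = 0.724). MIF overlaps the antisense RNA MIF-AS1, lost its call in G361-shCTR cells without G361-shCTR RSL3 replicate 2 (0.0506) and gained one in G361-shCYGB cells without untreated G361-shCTR replicate 2 (0.0437) or without a filter on low counts (0.0138), as adjusted p of the edgeR test. Chosen after the data were seen, a surrogate variable (0.0319) and length and GC offsets (0.000703) also gave a call in G361-shCYGB cells. The class II list lost its call with fry (0.127), as adjusted p.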

CD74 is involved in cell signaling by acting as a receptor for the pro-inflammatory cytokine macrophage migration inhibitory factor (MIF) [60]. However, to trigger the intracellular signal transduction, the presence of co-receptor protein CXCR4 is needed [61]. MIF can initiate several cellular signaling pathways in a CD74-dependent manner, including signaling cascades involving Syk and NF-κB [62,63,64], and promotes the expression of TLR4 [65]. Moreover, accumulating evidence suggests that MIF plays a central role in NLRP3 inflammasome activation [66,67].

Collectively, our results revealed a cytoprotective role for CYGB in suppressing ferroptosis and pyroptosis cell death hallmarks. Moreover, transcriptome analysis revealed the enrichment of multiple cancer-associated pathways in CYGB knockdown G361 cells, demonstrating the tumor-suppressive function of CYGB. This could potentially have important therapeutic implications. Meta-analysis of the whole-genome bead array dataset (GSE29359) comparing human primary melanocyte cell lines and 82 patient-derived metastatic melanoma samples demonstrated that although CYGB is mostly lost during melanocyte-to-melanoma transition, some melanoma cells retain their high endogenous CYGB levels [16]. Therefore, modulated CYGB expression during melanomagenesis can determine the sensitivity towards treatments focused on inducing ferroptosis. CYGB expression in (metastatic) melanoma tissues could be used as a biomarker for determining the best therapeutic approach and treatment outcome.

Remarkably, RSL3 treatment in G361-shCYGB led to the activation of the NLRP3 inflammasome and subsequent induction of pyroptosis. Several studies already proposed an anti-inflammatory role for CYGB through the regulation of the cytokine TNFα [68,69] via inhibition of the NF-κB pathway [70], which is in accordance with our RNA-seq data (Figure 2). CYGB was also shown to inhibit LPS-induced NADPH oxidase activity and ROS, NO and O_2_^•−^ generation [71]. CYGB could possibly regulate inflammasome activation by attenuating inflammation through its polyvalent RONS-scavenging functions. However, cardiolipin (CL) was shown to be necessary for NLRP3 inflammasome activation [72]. As CYGB can interact with and regulate the redox status of CL [41,73], CYGB could indirectly regulate pyroptotic cell death.

Conflicting evidence exists regarding the tumor-promoting or -inhibiting role of pyroptosis [74]. However, inducing pyroptosis in tumor cells holds great promise as a novel cancer treatment strategy. Here, pyroptosis likely contributed to the increased overall cell death in CYGB knockdown G361 cells. Studies focused on pyroptosis signaling pathways would provide opportunities for finding tumor biomarkers and novel chemotherapeutic drug development [75]. In this light, CYGBs could be of great interest for further research.

Of special note, changes in mitochondrial aldehyde dehydrogenase metabolism have been demonstrated at the crossroad of ferroptosis and pyroptosis signaling pathways [76]. Along the same line, Kang et al. recently reported that the key ferroptosis regulator GPX4 also acts as a negative regulator of the pyroptotic cell death pathway [77]. Furthermore, pyroptosis was also shown to be induced by increased intracellular iron and ROS in melanoma [78]. Hence, RSL3, as a GPX4 inhibitor, can lead to pyroptosis.

## 5. Conclusions

In this study, we explored the role of CYGB in determining the cellular sensitivity towards RSL3-mediated ferroptosis. The presence of the cytoprotective protein CYGB determined the outcome of RSL3 treatment through the regulation of lipid peroxidation and ROS levels, supporting a redox-regulatory role. RSL3 treatment strongly increased the expression of the master regulator of the antioxidant response NRF2 and downstream target HO-1, whereas CYGB protein levels determined the basal expression of NRF2 and HO-1, likely mediated through MEG3. Moreover, transcriptome analysis following CYGB knockdown further revealed the enrichment of multiple cancer malignancy pathways, supporting a tumor-suppressive function of CYGB. Remarkably, RSL3 treatment of G361-shCYGB cells also led to the activation of the NLRP3 inflammasome and pyroptosis pathways, which identified CYGB expression regulation as a critical determinant of the ferroptosis–pyroptosis therapy response. CYGB could be an exciting new predictive biomarker candidate.

## Figures and Tables

**Figure 1:**
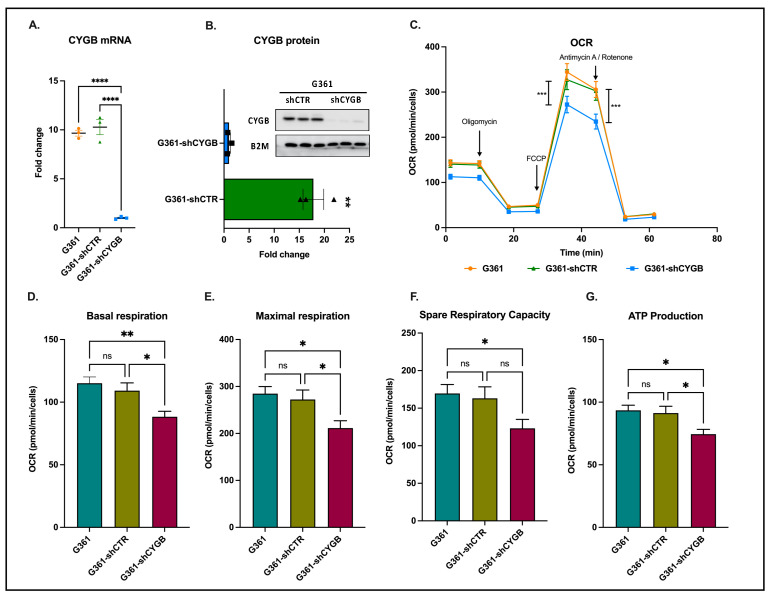
CYGB knockdown reduces mitochondrial respiration. Knockdown of CYGB in G361 cells was validated at mRNA (**A**) and protein (**B**) level. (**C**) The average oxygen consumption rate (OCR) was measured between G361 (untransduced), G361-shCTR (transduction control) and G361-shCYGB (CYGB knockdown). (**D**) Initially, the basal respiration rate was measured. (**E**) After oligomycin injection, ATP production was measured. (**F**) Subsequently, the maximal respiration was measured, after FCCP injection. (**G**) The spare respiratory capacity was measured upon addition of antimycin A and rotenone. Results are depicted as the mean with S.E.M. of three independent experiments (n = 3). One-way ANOVA (**A**), Student *t*-test (**B**), two-way ANOVA (**C**–**G**) (* *p* ≤ 0.05; ** *p* ≤ 0.01; *** *p* ≤ 0.001; **** *p* ≤ 0.0001, ns: non-significant). FCCP: Carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone.

**Figure 2:**
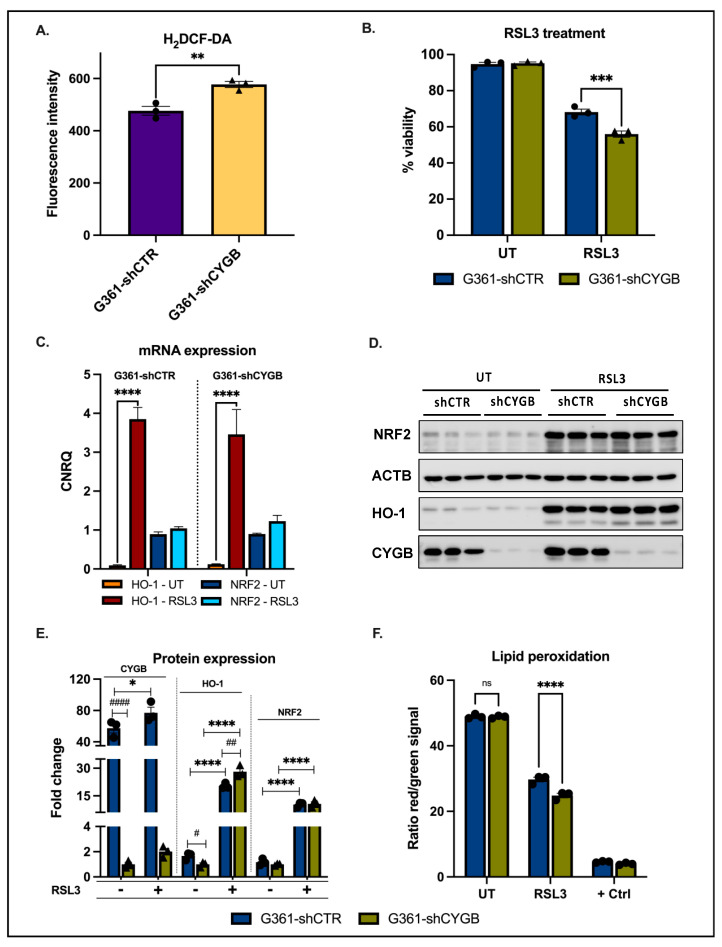
Cytoprotective effect of CYGB. (**A**) Knockdown of CYGB increased basal intracellular ROS levels. (**B**) G361-shCTR and G361-shCYGB cells were treated with 7.5 μM RSL3 and cell viability was measured after 24 h using propidium iodide (PI) staining. (**C**) The average calibrated normalized relative quantities (CNRQ) of HO-1 and NRF2 mRNA under basal conditions (UT) or upon RSL3 treatment. CNRQ values were normalized to B2M and YWHAZ. (**D**) Immunoblotting results of NRF2, HO-1 and CYGB 6h after RSL3 treatment. ACTB was used as loading control. (**E**) The average fold change in protein expression of HO-1, NRF2 and CYGB in G361-shCTR and G361-shCYGB cells, compared to the untreated G361-shCYGB samples (set as 1). Measured immunoblot signals were normalized to the loading control ACTB. (**F**) Average ratio of the measured red (reduced) over green (oxidized) signal of the BODIPY 581/591 C11 reagent in G361-shCTR and G361-shCYGB cells. Cells were either untreated or treated with 7.5 μM RSL3 or 100 μM cumene hydroperoxide (positive control). All results are depicted as the mean with S.E.M. of three independent experiments (n = 3). (**A**) Student’s *t*-test (** *p* ≤ 0.01), (**B**–**F**) two-way ANOVA (*^/#^ *p* ≤ 0.05; **^/##^ *p* ≤ 0.01; *** *p* ≤ 0.001; ****^/####^ *p* ≤ 0.0001, ns: non-significant).

**Figure 3:**
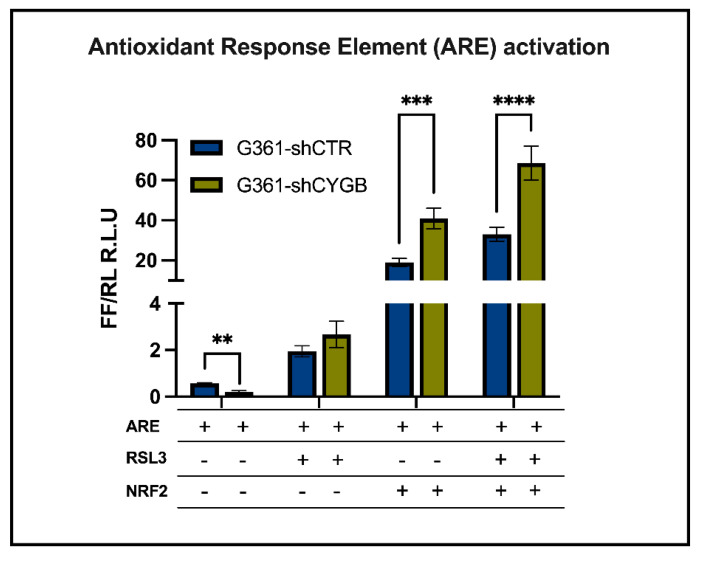
CYGB-dependent changes in antioxidant response element-driven luciferase activity. Binding of NRF2 to the antioxidant response element (ARE) in G361-shCTR and G361-shCYGB cells was assessed using an ARE-driven luciferase gene reporter assay. Cells were co-transfected with *Renilla* luciferase reporter vector to control for differences in transfection efficiency and extract preparation. Reporter activities were expressed as relative firefly/*Renilla* luciferase activities (R.L.U.). Luciferase reporter activity was measured after 6 h under basal conditions or upon 10 μM RSL3 treatment in the presence or absence of NRF2 overexpression in G361-shCTR and G361-shCYGB cells. Results are depicted as the mean with S.E.M. of six independent experiments (n = 6). Two-way ANOVA (** *p* ≤ 0.01; *** *p* ≤ 0.001; **** *p* ≤ 0.0001).

**Figure 4:**
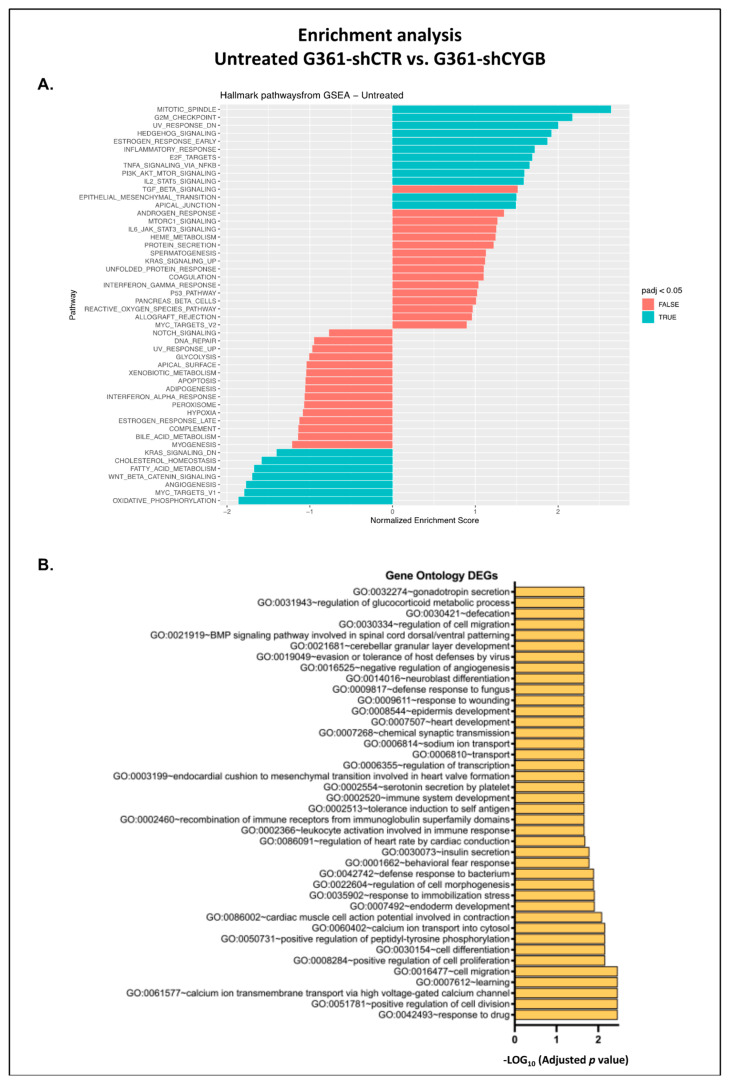
Basal CYGB-dependent transcriptome. Comparison of the G361-shCTR and G361-shCYGB transcriptomes under basal conditions using (**A**) fast Gene Set Enrichment Analysis (fGSEA), using the hallmark pathway gene sets and (**B**) gene ontology (GO) enrichment analysis.

**Figure 5:**
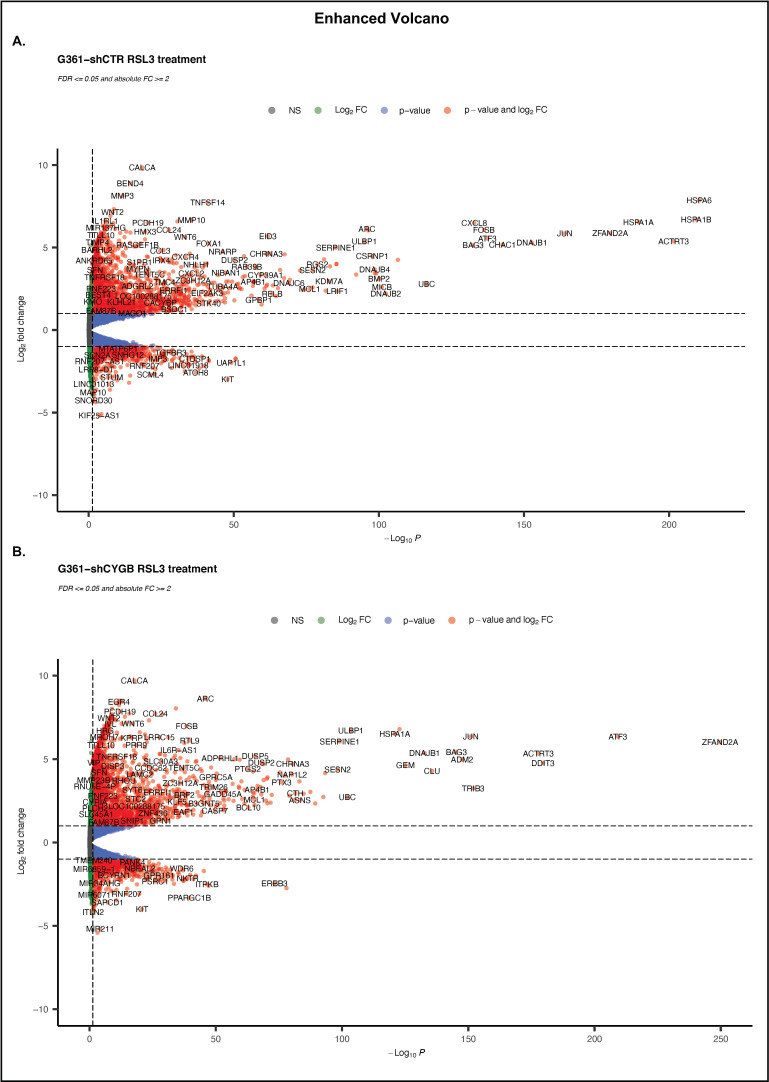
Enhanced volcano RSL3 treatment. Volcano representation of the differential expression analysis (DESeq2) of RSL3-treated G361-shCTR (**A**) and G361-shCYGB cells (**B**). Differentially expressed genes were represented based on their Log_2_ fold change (Log_2_FC) and −Log_10_ *p*-adjusted value (-Log_10_ *P*).

**Figure 6:**
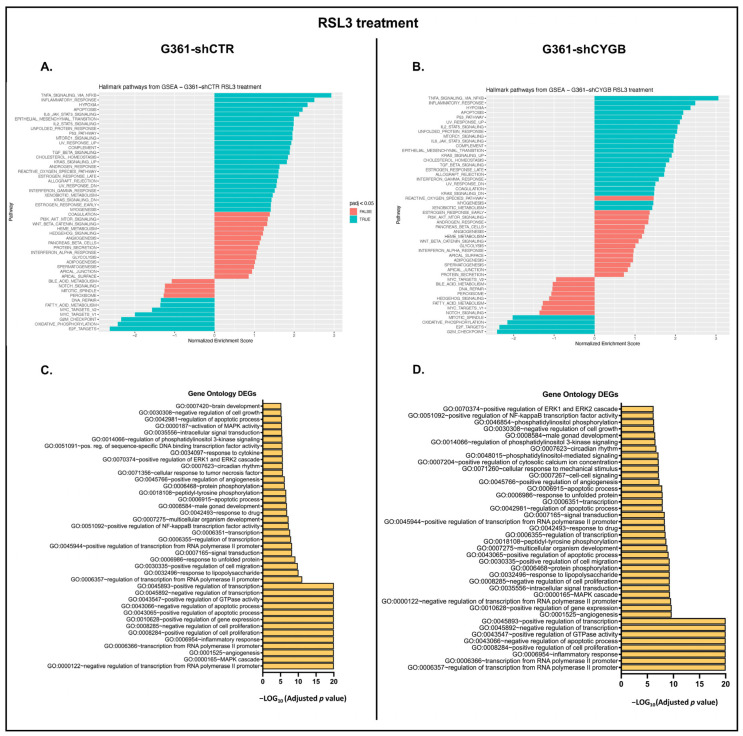
RSL3-mediated transcriptomic changes. Analysis of the transcriptomic changes induced by RSL3 treatment in G361-shCTR and G361-shCYGB cells compared to the untreated control. (**A**,**B**) fast Gene Set Enrichment Analysis (fGSEA) using the hallmark pathway gene sets was performed on G361-shCTR (**A**) and G361-shCYGB (**B**) melanoma cells. Gene ontology (GO) enrichment analysis was performed on the significantly differentially expressed genes (DEGs) in G361-shCTR (**C**) and G361-shCYGB (**D**) cells.

**Figure 7:**
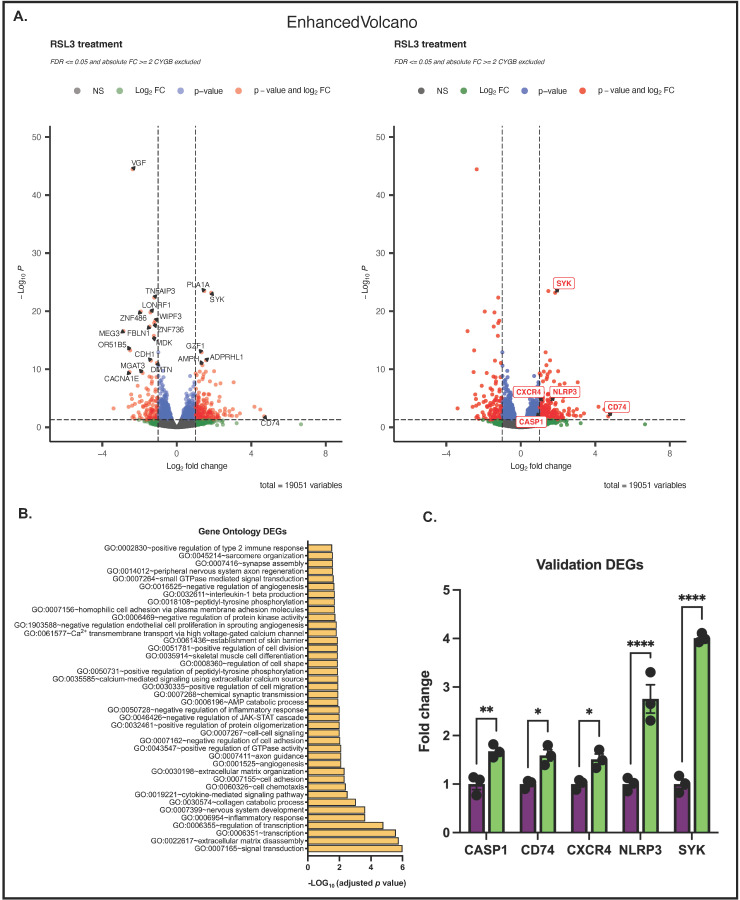
CYGB-dependent differences in response to RSL3 treatment. Comparison of RSL3-treated G361-shCTR and G361-shCYGB cells. (**A**) Enhanced volcano plots of the differential expression analysis (DESeq2) of RSL3-treated G361-shCTR versus G361-shCYGB cells. Differentially expressed genes were represented based on their Log_2_ fold change (Log_2_FC) and −Log_10_ *p*-adjusted value (−Log_10_ *P*). (**B**) The top-ranked gene ontology (GO) terms of the differentially expressed genes (DEGs) identified upon GO enrichment analysis. (**C**) Validation of selected DEGs by RT-PCR. Fold change represents the average fold change expression in G361-shCYGB cells compared to G361-shCTR cells (set as 1). Results are depicted as the mean with S.E.M. of three independent experiments (*n* = 3). One-way ANOVA (* *p* ≤ 0.05; ** *p* ≤ 0.01; **** *p* ≤ 0.0001).

## Data Availability

The data are contained with this article and supplementary files.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox11081548/s1, Figure S1: Dose kinetics of RSL3; Figure S2: Lipid peroxidation in G361 cells; Figure S3: Basal protein expression levels; Figure S4: Ferroptosis signature heatmap; Figure S5: Gene set enrichment analysis; Figure S6: Pyroptosis signature heatmap; Table S1: Primer sequences of used genes.

How the deposited data were processed for this re-analysis (not part of the article)

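RNA sequencing of the human melanoma line G361 was re-analysed in 12 libraries, 3 for each of 4 conditions, namely G361-shCTR and G361-shCYGB cells without treatment and after 6 h with 7.5 μM RSL3. The values are read counts per gene that the authors made from paired-end reads of poly(A)-selected libraries and deposited as 1 table, with 57500 gene identifiers and no normalization. The aligner, counting tool, genome build and strand setting are not given in the sources used here, so counts of genes that overlap others are uncertain in part. The overlapping genes were listed from GENCODE annotation in GRCh38 coordinates. Of the identifiers, 485 have no gene name (0.0152% to 0.025% of the counts of a library), 142 names stand on more than 1 identifier, and 43303 have at least 1 count.

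Depth per library was 45345561 to 62870440 counts in untreated G361-shCTR cells (median 56174582), 28667898 to 45711415 in untreated G361-shCYGB cells (median 45511466), 25017795 to 29342380 in RSL3-treated G361-shCTR cells (median 28101824) and 26322819 to 26437596 in RSL3-treated G361-shCYGB cells (median 26416943). The common dispersion was 0.026 with 8 residual degrees of freedom.

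The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and sva 3.50.0. Genes were kept with filterByExpr, counts were scaled with TMM, and 1 model of 4 group means was fitted to the 12 libraries with robust quasi-likelihood dispersions. It gave 5 comparisons, which were knockdown without treatment, RSL3 in each line, knockdown under RSL3, and the difference of the 2 RSL3 responses. Knockdown here means G361-shCYGB against G361-shCTR cells, with 1 shRNA in each line. The thresholds were an adjusted p of 0.05 and, for DEGs, an absolute log2 fold change of 1. Lists of genes were tested with camera on edgeR's count data with a preset inter-gene correlation of 0.01, for lists with at least 5 tested genes. Deviations of libraries from their groups, and trends on gene length and GC content, were taken on log CPM with a prior count of 2. Of 2228 listed genes, 2 were not found.

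The text names genes that the paper names or labels in its figures, whose values there count as seen. It also names, per comparison, up to 8 DEGs per direction by p and 4 by fold at a mean log2 CPM of at least 1, and up to 4 called members of each list by fold at a mean log2 CPM of at least 0, with up to 2 in the opposite direction. A fold change is not given where a group is at or near 0 counts, against a floor of 3 counts.

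Alternatives set beforehand were RLE, upper quartile and total count scaling, no filter, a stricter filter (CPM of 1 and a mean of 50 counts), the replicate number as a block, edgeR on the 6 libraries of a comparison, DESeq2 on 6 or 12 libraries, glmTreat against an absolute log2 fold change of 1, an estimated inter-gene correlation in camera, fgsea, fry (which tests a list against no change and not against other genes), and leaving out each library in turn. Added after the data were seen were 1 surrogate variable, offsets from splines with 4 degrees of freedom in gene length and GC content (known for 99.5% of tested genes), and leaving out the 2 outlying untreated libraries. DESeq2 was run on genes with at least 1 count, without the filter of the main fit. No library was left out of the reported values. Results of 1 list and 1 gene are not reported here.

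The steps were tested on simulated data made from these counts. For knockdown under RSL3, edgeR recovered 40.3% of genes changed 1.5-fold, 76.1% changed 2-fold and 100% changed 4-fold, with 10 false calls among 18185 genes. For the interaction it recovered 7.46%, 41.8% and 95.5%, with 2 false calls. Without any simulated change, tested for the untreated lines, it called 0 genes. Simulated genes varied independently of each other, without the shared deviations of the outlying untreated libraries, so this count does not cover such deviations. Changed genes were drawn from those at a CPM of at least 1, so the recovered shares do not hold for lower genes. DESeq2 recovered 49.3%, 85.1% and 98.5% on 6 libraries with 37 false calls, and 49.3%, 88.1% and 100% on 12 libraries with 31.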

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

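The tests of swapped labels, growth state and the 2 outlying libraries were chosen only after the result was seen.

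Untreated G361-shCTR replicate 2 and G361-shCYGB replicate 1 departed from the means of their groups in the same genes, with a correlation of 0.554 between their deviations. The tables argue against swapped labels, since CYGB in the G361-shCTR library was 7.94 times the highest untreated G361-shCYGB library, against depth, since the correlation was 0.513 at equal depth, and against gene length and GC content, since it was 0.575 after removal of these trends and 3 of the 3 lists named next kept their calls between the untreated lines with length and GC offsets. The ribosomal protein, oxidative phosphorylation and spindle calls rest on the G361-shCTR library, since 0 of 3 were kept without both libraries and 0 without it alone, while 3 were kept without the G361-shCYGB library alone (ribosomal median -0.33, camera adjusted p = 2.12e-14). The E2F list had a median deviation of -0.41 in the 2 libraries, at percentile 0 of 10000 random lists matched on expression (95% of them from -0.07 to 0.02). A candidate explanation that stays open is a different growth state of these 2 cultures.

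CD74 and class II genes were high in G361-shCYGB RSL3 replicate 3, where CD74 was at 17.4 CPM before TMM scaling against a mean of 1.19 in replicates 1 and 2. An interferon response of that culture is argued against by the median log2 difference of 0.0471 over 46 interferon-stimulated genes (quartiles -0.13 and 0.24). RNA from leukocytes stays open, as the sum of 38 leukocyte markers exceeded that of replicates 1 and 2 by 16.7% of the CD74 excess (39.0 against 36.3 CPM), between the bounds set for and against it, and by 9.97% without IL7R, which RSL3 raised in both lines. In replicates 1, 2 and 3, the leukocyte genes PTPRC (8, 3 and 1 counts), LYZ (6, 7 and 6) and TYROBP (0, 2 and 2) did not follow CD74, while MAGEA4 (12, 15 and 206) and TINAGL1 (10, 19 and 115), which are not leukocyte markers, did. No biological explanation was tested apart from interferon.

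Groupings of the 6 libraries of a comparison into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real grouping, counted in 1 split each, gave 42 genes without treatment (highest other 1), 9206 for RSL3 in G361-shCTR cells (highest other 0), 10007 in G361-shCYGB cells (highest other 0) and 296 for knockdown under RSL3 (highest other 0). Every other grouping mixes the compared groups, so a real difference adds to the spread and lowers the calls. The low counts of the other groupings are therefore no support for the real ones. For the difference of the responses edgeR's quasi-likelihood test called 0 genes, with 1781 at an unadjusted p under 0.05 and 18 by DESeq2 on 12 libraries, and 100 of 100 splits gave as many, which a real count of 0 fixes, so this test says nothing about chance. The highest other split called 458 and is the real grouping with the line labels exchanged under RSL3 only, so it holds the difference between the lines that both treatments share. The next called 178 and 156, while the rest of the splits that keep the 3 RSL3 libraries of each line together called 0 or 1, and no cause is given for these counts.

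Camera called 21 lists for a difference between the RSL3 responses of the lines, of which 20 are given here, and with an estimated correlation it called 0. Higher in the response of G361-shCYGB cells, with Benjamini-Hochberg adjusted p from camera, were ribosomal proteins (4.86e-13), immediate early genes (9.51e-09), oxidative phosphorylation (2.46e-07), TNFα signaling (9.53e-06), dedifferentiation markers (2.12e-05), mTORC1 (2e-04), E2F targets (4e-04), heat shock (0.00112), MYC targets (0.00306), p53 targets (0.0164), reactive oxygen species (0.0214), hypoxia (0.0401), NRF2 targets (0.0401), integrated stress response (0.0446) and inflammatory response (0.0448). Lower were spindle genes (4.74e-07), mitochondrial DNA genes (0.00306), PI3K-AKT-mTOR components (0.0401), genes lowered by ultraviolet radiation (0.0436) and melanocyte differentiation (0.0493). Medians of the differences ranged from -0.42 for mitochondrial DNA genes to 0.49 for immediate early genes on the log2 scale. With the 2 outlying libraries left out 14 lists were called, 12 of them among the 21, and without untreated G361-shCYGB replicate 1 there were 13, 11 of them among the 21.

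The paper discusses dedifferentiated melanoma cells and the GO term MAPK cascade. The lists given next, which share no name with a hallmark set it reports, were called with an estimated correlation in camera. For RSL3 in G361-shCTR cells these were the integrated stress response (Benjamini-Hochberg adjusted p = 0.0372) and heat shock (0.0421). For RSL3 in G361-shCYGB cells these were the integrated stress response (0.0308), heat shock (0.0412), immediate early genes (0.048), dedifferentiation markers (0.048) and keratinocyte markers (0.048), of which 7 of 9 tested genes rose and 0 fell.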

How the results depend on the processing

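The surrogate variable, the length and GC offsets and the outlying libraries left out were chosen after the data were seen. Over the alternatives, 2580 of 2750 values for 115 results on named genes (a gene in a comparison) kept direction and side of the threshold, 144 lost a call, 18 gained one and 8 reversed. For 89 list results (a list in a comparison) these were 1980 of 2224, 180, 24 and 40. CYGB kept its call in each fit. Under the stricter filter 10 gene values (NLRP3 and PROM2 with RSL3 in each line, NLRP3, CD74, KCNJ15 and CACNA1E for knockdown under RSL3, CACNA1C and CACNA1E without treatment) and the keratinocyte list were not tested. The cause was not tested for the changes below, other than fewer libraries or genes by construction.

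Genes called between the untreated lines (42) were 291 without a filter, 27 with the replicate block, 2 with edgeR on 6 libraries, 93 and 268 with DESeq2 on 6 and 12 libraries, 289 with a surrogate variable, 68 with length and GC offsets, 70 with the outlying libraries left out and 16 to 50 with 1 library left out. Higher and lower DEGs (9 and 16) were 30 and 73 without a filter, 1 and 1 with edgeR on 6 libraries, 16 and 31 and then 20 and 43 with DESeq2 on 6 and 12, 0 and 1 with glmTreat, 26 and 50 with a surrogate variable, and 9 lower with the stricter filter. With 1 library left out they were 5 to 10 and 6 to 22. Lists called (12) were 19 with a surrogate variable, 5 with the outlying libraries left out, 0 with an estimated correlation, 0 with fry and 9 to 20 with 1 library left out.

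For RSL3, higher and lower DEGs in G361-shCTR cells (2617 and 1171) were 1452 and 685 with the stricter filter and 1304 and 264 with glmTreat, and in G361-shCYGB cells (2981 and 1646) 1582 and 977 and 1759 and 481. Lists called with an estimated correlation were 8 and 11.

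Genes called for knockdown under RSL3 (296) were 975 without a filter, 190 with the stricter filter, 172 with the replicate block, 842 with edgeR on 6 libraries, 1481 and 910 with DESeq2 on 6 and 12, 1459 with a surrogate variable, 1637 with the outlying libraries left out and 28 to 664 with 1 library left out. Higher and lower DEGs (101 and 71) were 246 and 142 without a filter, 45 and 43 with the stricter filter, 169 and 108 with edgeR on 6 libraries, 227 and 117 and then 203 and 107 with DESeq2, 0 and 1 with glmTreat, 268 and 164 with a surrogate variable, 258 and 154 with the outlying libraries left out, and 52 higher with the replicate block. With 1 library left out they were 8 to 246 and 15 to 94. Lists called (19) were 0 with an estimated correlation and 5 with fry.

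Interaction genes (0 by edgeR) were 179 without a filter, 18 with DESeq2 on 12 libraries, 11 with a surrogate variable and 0 to 13 with 1 library left out. The correlation of the RSL3 responses (0.913) was 0.482 without a filter, 0.681 and 0.574 with DESeq2 on 6 and 12 libraries and 0.889 to 0.909 with 1 library left out. That of the knockdown effects (0.156) was 0.0141 without a filter, 0.285 with the stricter filter, 0.271 with edgeR on 6 libraries, and 0.0525 and 0.0374 with DESeq2. Like the fit without a filter, the DESeq2 fits included genes with low counts. Both correlations with DESeq2 therefore do not separate the test from the set of genes.

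The replicate numbers do not pair the samples. Deviations of the 18 same-number pairs correlated from -0.437 to 0.323, 3 of them over 0.1, and 5 of 12 libraries correlated best with their own number.

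Directions reversed as follows, with camera adjusted p for lists. PYCARD for knockdown under RSL3 was at -0.098 with a surrogate variable, -0.035 with length and GC offsets and -0.0163 to 0.133 with 1 library left out. GPX4 with RSL3 in G361-shCTR cells was at 0.047 with a surrogate variable, 0.151 with the outlying libraries left out and -0.156 to 0.153 with 1 library left out, and in G361-shCYGB cells at 0.0072 with the stricter filter. Between the untreated lines, with the outlying libraries left out, these were G2/M 0.995, oxidative phosphorylation 0.0537, fatty acid 0.971, cholesterol 0.906 and TNFα 0.906. Cholesterol also reversed with a surrogate variable (0.891) and with length and GC offsets (0.905), TNFα with fgsea (0.456), and inflammatory response without a filter (0.997) and with a surrogate variable (0.936). With 1 library left out, values with some reversals ranged over 8.4e-06 to 0.395 for G2/M, 1.76e-10 to 0.835 for E2F, 9.84e-10 to 0.368 for oxidative phosphorylation, 8.02e-22 to 0.584 for ribosomal proteins, 0.0647 to 0.96 for fatty acid, 0.0647 to 0.884 for cholesterol, 0.289 to 0.896 for TNFα and 0.465 to 0.942 for inflammatory response. PI3K-AKT-mTOR with RSL3 in G361-shCTR cells reversed with the stricter filter (0.909), fgsea (0.844) and fry (0.861). Under RSL3, interferon-stimulated genes reversed without a filter (0.59; 0.215 to 0.89 with 1 library left out), and pyroptosis without the 5 genes with the stricter filter (0.964), the replicate block (0.979), edgeR on 6 libraries (0.917) and the outlying libraries left out (0.95; 0.831 to 0.997 with 1 library left out).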

Differences from the paper's values

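Between the untreated lines 42 genes were called here and 316 is the paper's count. Of the alternatives set before the data were examined, no filter (291) and DESeq2 on 12 libraries (268) come within 1.5 times of the paper's count, and the others, with DESeq2 on 6 libraries at 93, do not. DEGs numbered 25 here and 111 is the paper's count, within 1.5 times of which, of these alternatives, no filter (103) comes and the others do not, with DESeq2 at 63 on 12 libraries and 47 on 6.

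For knockdown under RSL3, 296 genes were called here and 1461 is the paper's count. Of the same alternatives, no filter (975) and DESeq2 on 6 libraries (1481) come within 1.5 times, and the others, with DESeq2 on 12 libraries at 910 and edgeR on 6 at 842, do not. DEGs numbered 172 here and 354 is the paper's count, with no filter at 388, edgeR on 6 libraries at 277, DESeq2 on 6 and 12 libraries at 344 and 310, and edgeR without untreated G361-shCTR replicate 2 at 257 or without G361-shCYGB RSL3 replicate 2 at 334 within 1.5 times, and the others of these alternatives not. Higher DEGs numbered 101 here and 240 is the paper's count, with the same 6 settings (246, 169, 227, 203, 163 and 246) within 1.5 times and the others of these alternatives not. Lower DEGs numbered 71 here and 114 is the paper's count, with these 6 settings (142, 108, 117, 107, 94 and 88) and edgeR without untreated G361-shCYGB replicate 1 (91) within 1.5 times and the others of these alternatives not. Chosen after seeing the values, a surrogate variable comes within 1.5 times of each of these counts, with 289 genes and 26 higher and 50 lower DEGs between the untreated lines, and 1459 genes and 268 higher and 164 lower DEGs for knockdown under RSL3. Leaving out the outlying libraries, also chosen after seeing the values, does so for knockdown under RSL3 (1637 genes, 258 higher and 154 lower DEGs) and not between the untreated lines (70 genes, 10 higher and 20 lower DEGs), and length and GC offsets, chosen likewise, do so for the lower DEGs under RSL3 (78) and for none of the other counts (68 and 370 genes, 9 and 98 higher DEGs, 24 lower DEGs between the untreated lines).

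CASP1 is called for knockdown under RSL3 in the paper and had an adjusted p of 0.0723 in edgeR's quasi-likelihood test here. It was called without a filter (0.0063), by edgeR on 6 libraries (0.0374), by DESeq2 on 6 (0.00412) and 12 libraries (0.00859), and, chosen after seeing the values, with a surrogate variable (0.0264) and with the outlying libraries left out (0.0263). Of the 5 genes CASP1, CD74, CXCR4, NLRP3 and SYK that the paper calls, the surrogate variable drops 0, and leaving out the outlying libraries drops 1, CD74 (0.0783). With 1 setting or library changed at a time, the adjusted p of CASP1 ranged from 0.00412 to 0.228. The paper also measured CASP1, CD74, CXCR4, NLRP3 and SYK by RT-PCR and reports CASP1 as upregulated there. That evidence is separate from the sequencing values and was not re-analysed here. For lower MEG3 without treatment the paper cites an earlier study, and here MEG3 had an adjusted p of 0.0585. It was called without a filter (1.97e-07), by DESeq2 on 12 libraries (1.97e-05), and, chosen after seeing the values, with a surrogate variable (0.000773), length and GC offsets (0.0482) and the outlying libraries left out (0.0165). The adjusted p of MEG3 over the alternatives ranged from 1.97e-07 to 0.42.

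Own lists are not the hallmark sets, and the following directions differ from the paper's statements. The paper reports E2F targets and the G2/M checkpoint as higher in untreated G361-shCYGB cells, where the E2F list here was called downward by camera (median -0.09, adjusted p 0.0213, or 0.886 with an estimated correlation) and the G2/M list was not called by camera (median -0.07) and was called downward by fgsea (0.0346, with 8.4e-06 to 0.995 over the alternatives). Without untreated G361-shCYGB replicate 1 camera called both upward, as in the paper (0.0139 and 0.00648). The spindle and hedgehog lists pointed up as in the paper. The paper reports IL2-STAT5, inflammatory, estrogen, PI3K, TNFα and epithelial-mesenchymal transition sets as higher there, and fatty acid and cholesterol sets as lower, and none of these lists was called here by camera. The paper reports reactive oxygen species as enriched with RSL3 in G361-shCTR and not in G361-shCYGB cells, and here camera called that list in G361-shCYGB cells and not in G361-shCTR cells, where fry, which tests a list against no change and not against other genes, called it upward (0.0198, with 0.0198 to 0.679 over the alternatives). The paper reports p53 and apoptosis sets as higher with RSL3 in G361-shCTR cells, and here camera called neither list, while fry (4.53e-05, against no change) and edgeR on 6 libraries (0.0435, by camera) called the apoptosis list upward (with 4.53e-05 to 0.287 over the alternatives). The paper reports the spindle set as lower with RSL3 in G361-shCYGB cells, and here camera did not call the list (median -0.06), apart from a downward call without a filter (0.00336, with 0.00336 to 0.987 over the alternatives). The paper reports epithelial-mesenchymal transition, estrogen response and interferon sets as higher for knockdown under RSL3, and here camera called none of these lists, while fgsea called the first (0.0191, with 0.0191 to 0.608 over the alternatives) and the second (0.0258, with 0.0131 to 0.489).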

Other observations

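PTN, which encodes the growth factor pleiotrophin, was lower in G361-shCYGB cells with and without RSL3, at log2 fold changes of -2.15 (SE 0.35) without treatment and -2.38 (SE 0.41) under RSL3. CCK, the precursor of cholecystokinin, was higher in both, at 1.55 (SE 0.26) and 1.38 (SE 0.24), each at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both genes were named after their values were seen, from the 30 genes called in the same direction in both comparisons. With edgeR on the 6 untreated libraries neither PTN nor CCK was called, since the 2 calls of that fit were CYGB and PLA1A.

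Zinc finger genes named ZNF were 23 of the 156 genes lower in RSL3-treated G361-shCYGB cells (14.7%, against 2.74% of the 18670 tested genes, an odds ratio of 6.39). Fisher's exact test over genes, which are not independent and whose paralogs share sequence, gave a Benjamini-Hochberg adjusted p of 1.86e-10 over 4 such tests. The family was chosen after its values were seen. Of the 140 higher genes 1 was a ZNF gene, and of the 33 genes lower without treatment 1 was. Camera called the replication-dependent histone list upward in G361-shCYGB cells, with a median of 0.49 without treatment (0 of 27 higher and 0 lower, 5 higher and 2 lower over the list alone) and 0.53 under RSL3 (2 higher and 0 lower, 5 and 0 over the list alone). Camera gave Benjamini-Hochberg adjusted p values of 8.57e-05 and 5.56e-06, or 0.725 and 0.14 with an estimated correlation (over the alternatives 2.92e-09 to 0.725 and 4.02e-07 to 0.14), and reads of these near-identical genes are uncertain. The libraries were poly(A)-selected, so these values cover polyadenylated transcripts of the histone genes and do not measure their total mRNA.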
